# Necroptosis promotes cell-autonomous activation of proinflammatory cytokine gene expression

**DOI:** 10.1038/s41419-018-0524-y

**Published:** 2018-04-27

**Authors:** Kezhou Zhu, Wei Liang, Zaijun Ma, Daichao Xu, Shuangyi Cao, Xiaojuan Lu, Nan Liu, Bing Shan, Lihui Qian, Junying Yuan

## Abstract

Necroptosis, a form of regulated necrotic cell death, is mediated by receptor interacting protein 1 (RIPK1), RIPK3, and mixed lineage kinase domain-like protein (MLKL). However, the mechanism by which necroptosis promotes inflammation is still unclear. Here we report that the expression of cytokines is robustly upregulated in a cell-autonomous manner during necroptosis induced by tumor necrosis factor alpha (TNFα). We demonstrate that TNFα-induced necroptosis leads to two waves of cytokine production. The first wave, more transient and weaker than the second, is in response to TNFα alone; whereas the second wave depends upon the necroptotic signaling. We show that necroptosis promotes the transcription of TNFα-target genes in a cell-intrinsic manner. The activation of both NF-κB and p38 by the necroptotic machinery, RIPK1, RIPK3, and MLKL, is involved in mediating the robust induction of cytokine expression in the second wave. In contrast, necroptosis induced by direct oligomerization of MLKL promotes cytokine production at much lower levels than that of necroptosis induced with TNFα. Thus, we conclude that TNFα-induced necroptosis signaling events mediated by RIPK1 and RIPK3 activation, in addition to the MLKL oligomerization, promotes the expression of cytokines involving multiple intracellular signaling mechanisms including NF-κB pathway and p38. These findings reveal that the necroptotic cell death machinery mounts an immune response by promoting cell-autonomous production of cytokines. Our study provides insights into the mechanism by which necroptosis promotes inflammation in human diseases.

## Introduction

Necroptosis is a regulated form of necrotic cell death that can be activated when cells are stimulated by the proinflammatory cytokine tumor necrosis factor alpha (TNFα) under apoptosis-deficient conditions^1,2^. While necrosis is known to promote inflammation by the passive release of the damage-associated molecular pattern molecules (DAMPs) from ruptured cell membrane, the mechanism by which necroptosis promotes inflammation has not been vigorously examined. In TNFα-stimulated cells, necroptosis is activated via the formation of two sequential complexes, complex I and complex IIb. Receptor interacting protein 1 (RIPK1) is recruited into complex I by interacting with the intracellular death domain of TNF receptor 1 (TNFR1). Inhibition of apoptosis promotes the activation of RIPK1. Activated RIPK1 interacts with RIPK3 to induce its phosphorylation and formation of the RIPK1/RIPK3 complex, known as complex IIb^3,4^. Activated RIPK3 further recruits and phosphorylates the pseudokinase mixed lineage kinase domain-like protein (MLKL). Phosphorylated MLKL in turn oligomerizes and translocates from the cytosol to the plasma membrane to execute cell death^5–7^.

TNFα promotes inflammation via nuclear factor κB (NF-κB) -regulated transcriptional program^8^. Under basal conditions, NF-κB, a dimeric transcription factor complex including the Rel family of proteins, is sequestered in the cytoplasm by inhibitor of NF-κB (IκB). RIPK1 acts as a scaffold to activate NF-κB^9–11^. The recruitment and ubiquitination of RIPK1 in the TNFα receptor signaling complex promotes the activation of TGF-β-activated kinase 1 (TAK1), which in turn phosphorylates and activates IκB kinase (IKK) complex^12,13^. Activated IKKs then phosphorylate IκB to promote its ubiquitination by SCF-β-TrCP and subsequent degradation through the proteasomal pathway, thereby allowing the NF-κB complex to translocate into the nucleus to activate transcription^14–16^.

Here, we investigate the mechanism by which necroptosis promotes inflammation. We show that TNFα-induced necroptosis signaling events involving RIPK1 and RIPK3 activation, in addition to the MLKL oligomerization, promote the expression of proinflammatory cytokines cell-autonomously through intracellular signaling mechanisms including NF-κB pathway and p38.

## Results

### Upregulation of cytokines during necroptosis

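HT-29 is an established human colon adenocarcinoma line. The cells were treated for 8 h with DMSO, with TNFα at 10 ng/ml, with TNFα plus SM-164 at 50 nM and zVAD at 20 μM (TSZ), or with TSZ plus Nec-1s at 10 μM. SM-164 is a Smac mimetic that antagonizes IAP proteins, zVAD blocks caspases and Nec-1s inhibits the kinase activity of RIPK1. PolyA RNA of 3 libraries per group, 12 in all, was sequenced as single-end reads. The paper gives Trizol extraction and a VAHTS library kit, whereas the sample labels name RNAiso Plus and an NEB Ultra kit. The authors mapped the reads to hg38 with STAR 2.3.0e and counted them per gene with HTSeq 0.5.4e in the intersection-strict mode without regard to strand. They then scaled the counts with DESeq and made 6 tables, each comparing a pair of groups. Each of the authors' deposited tables lists 26485 genes by symbol with the mean scaled count of either group, the fold change, its log2, the p-value and the adjusted p-value, and holds no value per library.

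Because a group's mean is a sum of 3 whole counts, each divided by a library's size factor, the reads of each library were recovered from the means. This solved 15839 of 15850 genes with a mean above 0 in DMSO, 15625 of 15664 with TNFα, 15777 of 15798 with TSZ and 15730 of 15733 with TSZ+Nec-1s. In simulated libraries of the TSZ group, the only group simulated for this, 15320 of 15321 genes were recovered with their true reads. The simulation left fewer genes unsolved than the real TSZ group did, so it may not cover the kind of gene left unsolved. Such genes can hold many reads: in TNFα library a, solved genes held 9403723 of an estimated 10567226 reads. The recovered reads per library ranged from 8540530 to 12502865 over the solved genes. With the scaled means of the unsolved genes added, the estimated total reads ranged from 8788120 to 10667644 in DMSO (median 9093758), from 9973201 to 10567226 with TNFα (median 10489983), from 10815625 to 11306805 with TSZ (median 11156414) and from 9938600 to 12730954 with TSZ+Nec-1s (median 11599104). Fold changes, p-values and calls are those of the authors' deposited tables wherever these are named. Levels per group are recovered reads divided by the size factors (normalized reads), with the SD over 3 libraries. As an alternative chosen after the data were examined, limma was fitted to the recovered reads of all 12 libraries over 11709 genes with a mean of at least 10. Of the 25 gene lists used, 24 were written from textbook knowledge and 1 holds the proteins of Fig. 1c, all before the data were examined, and coordinates are those of hg38.

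In 1 DMSO, 1 TNFα and 1 TSZ library, the deviation from the group's mean log2 level followed the GC content of the transcripts, with Spearman's rho of -0.84, -0.68 and -0.81 across genes, which are not independent replicates. The deviations of a group sum to 0, and rho was 0.60 and 0.84 in the other DMSO libraries, 0.55 and 0.24 in the other TNFα libraries, 0.63 and 0.67 in the other TSZ libraries, and -0.17, 0.29 and -0.13 in those of TSZ+Nec-1s. The sources used here do not say whether the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.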

To characterize the transcriptional changes in necroptotic cells, we stimulated HT-29 cells with TNFα (T), SM-164 (S), and a pan-caspase inhibitor zVAD (Z) (TSZ), a well-established protocol to induce TNFα-mediated necroptosis, and profiled the transcriptome of necroptotic cells by RNA-sequencing (RNA-seq). 

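TSZ raised immediate early genes, stress response genes and enzymes of cholesterol synthesis, and most of these were lower again when the RIPK1 kinase was inhibited by Nec-1s. In the authors' deposited tables, all 27 measured AP-1 and immediate early genes were higher with TSZ than with DMSO at an adjusted p under 0.05 (27 when adjusted over the list alone), and 24 of 27 were higher with TSZ than with TSZ+Nec-1s (25 when adjusted over the list alone). Of 21 cholesterol synthesis enzymes in the authors' deposited tables, 17 were higher with TSZ than with DMSO (18 when adjusted over the list alone) and 16 were higher with TSZ than with TSZ+Nec-1s (16 when adjusted over the list alone). Of 17 measured genes of the ATF4-CHOP stress response, which follows the phosphorylation of eIF2α, 13 were higher with TSZ than with DMSO in the authors' deposited table (13 higher and PSAT1 lower when adjusted over the list alone). The lists of MAPK phosphatases and feedback inhibitors, with 10 of 15 higher (10 when adjusted over the list alone), and of adhesion and matrix remodelling, with 12 of 13 higher (12 when adjusted over the list alone), moved the same way in the authors' deposited table. SPRY1, a feedback inhibitor of receptor tyrosine kinase signaling chosen after its values were seen, was the 1 MAPK feedback gene that was lower.

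FOSB encodes a subunit of the AP-1 transcription factor and lies on chromosome 19 of hg38 from 45467995 to 45475179. It rose from 34.4 ± 12.6 normalized reads in DMSO to 3858 ± 772 in TSZ and was at 61.3 ± 14.6 in TSZ+Nec-1s (SD, n = 3 each). The log2 fold change of FOSB between TSZ and DMSO was 6.82 (standard error 0.31, adjusted p = 1.4e-09 from limma). ATF3, a stress-induced transcription factor, rose from 23.6 ± 3.16 to 3093 ± 283 normalized reads and was at 56.6 ± 12.2 with Nec-1s (SD, n = 3 each). DUSP1, a phosphatase that inactivates MAPKs, rose from 39.8 ± 13.6 to 4073 ± 400.3 and was at 104 ± 8.00 with Nec-1s (SD, n = 3 each). INSIG1, which holds the SREBP transcription factors in the endoplasmic reticulum and is itself an SREBP target, rose from 519 ± 36.7 to 11233 ± 442 and was at 530.2 ± 27.8 with Nec-1s (SD, n = 3 each). HMGCS1, an early enzyme of the mevalonate pathway, rose from 1615 ± 523 to 19935 ± 4249 and was at 2166 ± 92.1 with Nec-1s (SD, n = 3 each).

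At fold changes over 1.5 between TSZ and DMSO and over 2 between TSZ and TSZ+Nec-1s, each with an unadjusted p under 0.01, the authors' deposited tables gave 845 signature genes. Their median log2 fold change was 2.06 for TSZ over DMSO and 1.62 for TSZ over TSZ+Nec-1s. The same thresholds applied to limma gave 815 genes, among them 777 of the 788 deposited signature genes that limma tested. Across all genes in the authors' deposited tables, 2443 were higher and 2100 lower with TSZ than with DMSO, and of these 1586 rises (64.9%) and 1148 falls (54.7%) moved back with Nec-1s. Independent lists of these sizes would share 283.8 and 181.0 genes, but both comparisons use the same TSZ libraries. In limma 2212 of 3038 rises moved back, against at most 1 in 20 simulated draws with no effect of Nec-1s, so shared libraries alone gave few in these draws. The draws were not set up to test the GC deviations of the real libraries. With the GC trend of each library removed, 2728 of 3521 rises moved back in limma. Scaling to total reads took the median log2 fold change of all genes in limma between TSZ and DMSO from -0.02 to -0.43, where limma then had 1644 genes higher and 5697 lower in place of 3038 and 2837 (3521 and 4077 with the GC trend of each library removed), and left 490 signature genes in limma, and scaling the authors' deposited means to their totals left 563. Of the signature genes, 14 had a mean of 0 in DMSO and 166 were still higher with TSZ+Nec-1s than with DMSO in the authors' deposited table.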

Based on the differential gene expression analysis, we identified a transcriptional signature of necroptosis consisting of 813 genes whose expression was upregulated >1.5 fold (*n* = 3, *p* < 0.01) by TSZ and inhibited >2 fold (*n* = 3, *p* < 0.01) by the addition of Nec-1s, a chemical inhibitor of necroptosis against the RIPK1 kinase^17,18^. The most-significantly enriched gene set during necroptosis was associated with the TNFα signaling (Fig. 1a)^19,20^. 

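Of 91 measured genes of TNF signalling, 45 were higher and 10 lower with TSZ than with DMSO in the authors' deposited table (45 higher and 11 lower when adjusted over the list alone). TNFAIP3, the deubiquitinase A20 that limits NF-κB signaling, lies on chromosome 6 from 137867214 to 137883314. It rose from 20.8 ± 4.28 normalized reads in DMSO to 5912 ± 473 in TSZ and was at 1048 ± 11.0 with TSZ+Nec-1s (SD, n = 3 each). PTGS2, the inducible cyclooxygenase of prostaglandin synthesis, rose from 38.3 ± 23.0 to 3983 ± 461 normalized reads (SD, n = 3 each), with a log2 fold change of 6.87 (standard error 0.28, adjusted p = 5.4e-10 from limma). CXCL2, a chemokine for neutrophils, rose from 4.93 ± 1.61 to 795.5 ± 53.4 normalized reads (SD, n = 3 each). Members that fell included RIPK1 itself and MAPK14, the p38α kinase, each with a log2 fold change of -0.56 in the authors' deposited table. Of 19 measured NF-κB subunits and inhibitors, 18 were higher with TSZ than with DMSO in the authors' deposited table (18 when adjusted over the list alone), and OTULIN, a deubiquitinase of linear chains chosen after its values were seen, was lower.

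Enrichment was tested by Fisher's exact test, two-sided, for 24 lists among the 807 signature genes of an 11783-gene background with a mean of at least 10, with Benjamini-Hochberg adjustment. Apart from the secreted proteins of Fig. 1c, the lists were written from textbook knowledge, and they stand in for the KEGG sets, which were not used here. The signature held 25 of 92 TNF signalling genes (odds ratio 5.21, adjusted p = 1.2e-08). AP-1 and immediate early genes had 22 of 27 members in the signature (odds ratio 61.5, adjusted p = 2.6e-20) and cholesterol synthesis enzymes 16 of 21 (odds ratio 44.4, adjusted p = 3.6e-14). Smaller shares were found for ATF4-CHOP genes, with 9 of 16, and for adhesion and matrix genes, with 8 of 12 (adjusted p = 1.1e-06 for each). Chemokines had 7 of 13 members in the signature (adjusted p = 2.8e-05), other cytokines 7 of 14 (adjusted p = 4.6e-05), MAPK phosphatases 7 of 15 (adjusted p = 7.3e-05) and NF-κB subunits and inhibitors 6 of 19 (adjusted p = 3.0e-03). The TNF signalling list shares members with several of these, and without the genes that another list also holds it had 6 of 52 members in the signature (odds ratio 1.78, adjusted p = 0.25), so that its call was lost. On the same terms chemokines, with 2 of 5 members in the signature (odds ratio 9.09, adjusted p = 0.0753), and NF-κB subunits and inhibitors, with 3 of 12 (odds ratio 4.55, adjusted p = 0.0758), also lost their calls. With all members their odds ratios were 16.0 and 6.32. The secreted proteins of Fig. 1c lost their call too, going from 7 of 12 members (adjusted p = 1.6e-05) to 0 of 2. These losses do not show that enrichment is absent. For TNF signalling, the genes removed include induced members such as CCL20, CXCL2, TNFAIP3 and ICAM1. Its members in the signature thereby went from 25 to 6, so this test could hardly keep its call. Chemokines, NF-κB subunits and inhibitors and the secreted proteins had few members left.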

Consistently, the expression of 116 out of the 813 genes activated by necroptosis was also induced by TNFα alone (*n* = 3, T/DMSO > 1.5, *p* < 0.05), but at a much lower level than that by TSZ (Fig. 1b). 

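Many NF-κB regulators, several chemokine genes and the adhesion gene ICAM1 rose with TNFα alone and were higher still with TSZ. In the authors' deposited tables, 11 of 18 measured NF-κB subunits and inhibitors were higher with TNFα than with DMSO (13 when adjusted over the list alone), and 17 of 19 were higher with TSZ than with TNFα (18 higher and OTULIN lower when adjusted over the list alone). NFKBIA encodes IκBα, the inhibitor that NF-κB induces, and lies on chromosome 14 from 35401079 to 35404749. It was at 217 ± 33.7 normalized reads in DMSO, 1429 ± 43.3 with TNFα and 5513 ± 561 with TSZ (SD, n = 3 each), a log2 fold change of 1.94 between TSZ and TNFα (standard error 0.11, adjusted p = 1.3e-08 from limma). ICAM1, an adhesion ligand of leukocyte integrins, was at 38.7 ± 5.09, 877 ± 63.6 and 7953 ± 906 normalized reads in the same order (SD, n = 3 each), a log2 fold change of 3.18 between TSZ and TNFα (standard error 0.10, adjusted p = 1.4e-10 from limma). CXCL1, a chemokine for neutrophils, was at 26.3 ± 1.9, 632 ± 53.7 and 1772 ± 92.5 normalized reads (SD, n = 3 each). Among 13 chemokines measured in both groups, 8 were higher and 1 lower with TSZ than with TNFα in the authors' deposited table (8 higher and 1 lower when adjusted over the list alone). CXCL10, a chemokine for T cells, was the 1 that was lower, at 16.3 ± 8.26 normalized reads with TSZ and 33.8 ± 6.01 with TNFα (SD, n = 3 each).

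Of the signature genes in the authors' deposited tables, 145 also passed a fold change over 1.5 and an unadjusted p under 0.05 between TNFα and DMSO. All 145 had a higher mean with TSZ than with TNFα, 138 of them at an adjusted p under 0.05. Signature genes were chosen for TSZ over 2-fold above TSZ+Nec-1s, a treatment that also contains TNFα, so the choice itself favours this direction. Their median log2 fold change in the authors' deposited tables was 1.16 for TNFα over DMSO and 3.71 for TSZ over DMSO, and their median fold change of TSZ over TNFα was 4.55. In limma 152 genes met the same thresholds, of which 151 were higher with TSZ than with TNFα at an adjusted p under 0.05. Both comparisons share the DMSO libraries, and simulated draws with no effect of TNFα gave a mean overlap of 7.05 genes and at most 12 in 20 draws. The number of shared genes depended on the thresholds: adjusted p-values gave 92, and fold changes over 2 in both signature comparisons and between TNFα and DMSO gave 87. The paper sets its overlap beside the enrichment of TNFα signaling. Citing Fig. 1b, it states that TNFα alone induced its shared genes to a much lower level than TSZ did.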

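Chemokine and cytokine genes had some of the largest rises with TSZ. Of 15 other cytokine genes measured, 13 were higher with TSZ than with DMSO in the authors' deposited table (13 when adjusted over the list alone), and of 10 chemokine genes 9 were higher (9 higher and CCL28, chosen after its values were seen, lower when adjusted over the list alone). Against TSZ+Nec-1s, 11 of 15 other cytokine genes were higher with TSZ (11 when adjusted over the list alone) and TNFSF10, which encodes TRAIL, was lower in the authors' deposited table. CCL20, a chemokine that acts through CCR6 on lymphocytes and dendritic cells, lies on chromosome 2 of hg38 from 227805739 to 227817564. It was at 0.356 ± 0.617 normalized reads in DMSO, 47.7 ± 13.7 with TNFα, 1046 ± 115 with TSZ and 209.9 ± 22.9 with TSZ+Nec-1s (SD, n = 3 each). TNF (chromosome 6, from 31575565 to 31578336) was at 0.60 ± 1.04, 47.6 ± 13.8, 472.8 ± 39.3 and 75.4 ± 8.14 normalized reads in the same order (SD, n = 3 each). CXCL8, the neutrophil chemokine interleukin-8 (chromosome 4, from 73740519 to 73743716), was at 53.4 ± 19.5, 3107 ± 228, 32893 ± 4390 and 4054 ± 31.4 normalized reads (SD, n = 3 each). CSF1, the growth factor of macrophages (chromosome 1, from 109910242 to 109930992), was at 3.68 ± 0.565, 60.4 ± 7.19, 1357 ± 179 and 164.0 ± 18.4 normalized reads (SD, n = 3 each).

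Ranked by the fold change of TSZ over DMSO in the authors' deposited table, among 831 signature genes with a mean above 0 in DMSO, CCL20 was at rank 1 (2936-fold), TNF at rank 2 (788-fold), CXCL8 at rank 5 (616-fold) and CSF1 at rank 6 (369-fold). GEM, a small GTPase of the RGK family, was at rank 3 (777-fold) and SPRR1A, an envelope protein of squamous epithelium, at rank 4 (718-fold) in the authors' deposited table. CSF2, which encodes GM-CSF, was at rank 8 (281-fold). Among the 143 of these signature genes that were also higher with TNFα alone, CCL20, TNF, CXCL8 and CSF1 were at ranks 1, 2, 4 and 5 and SPRR1A at rank 3 in the authors' deposited tables, and GEM was not among them. In limma the log2 fold change between TSZ and DMSO was 10.49 for CCL20 (standard error 0.52, adjusted p = 3.7e-09), 9.10 for TNF (standard error 0.52, adjusted p = 1.4e-08), 9.31 for CXCL8 (standard error 0.21, adjusted p = 3.4e-12) and 8.34 for CSF1 (standard error 0.37, adjusted p = 1.2e-09). Between TSZ and TSZ+Nec-1s it was 2.31 for CCL20 (adjusted p = 9.9e-08), 2.65 for TNF (adjusted p = 2.1e-07), 3.01 for CXCL8 (adjusted p = 6.5e-10) and 3.04 for CSF1 (adjusted p = 1.9e-09). CCL22 had no reads in DMSO and was at least 315-fold higher with TSZ, against a floor of 3 counts over the group. The order of the first ranks was not resolved by the reads in DMSO, which numbered 1 for CCL20, 2 for TNF and 3 for SPRR1A over the group. The exact (Clopper-Pearson) 95% interval of the TSZ over DMSO ratio ran from 564 to 124223 for CCL20, from 195 to 5847 for TNF, from 308 to 2902 for GEM, from 233 to 3309 for SPRR1A, from 532 to 731 for CXCL8 and from 206 to 739 for CSF1, and such intervals and floors cover counting error only.

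**Figure D1:**
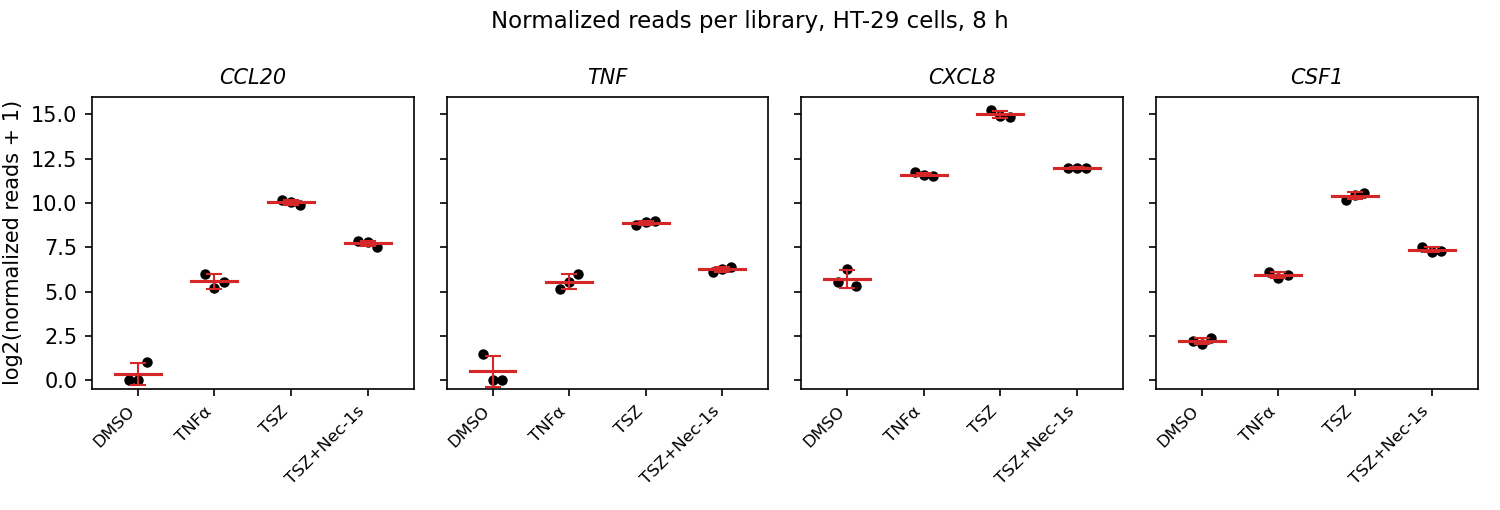
Levels of CCL20, TNF, CXCL8 and CSF1 in each library, as log2 of normalized reads plus 1 on the vertical axis, in the 4 groups on the horizontal axis. Black points are libraries, red lines are means over 3 libraries and bars are the SD, and every TSZ library lies above every library of the other groups in all 4 panels.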

The mRNA levels of proinflammatory cytokines, such as *Ccl20*, *Tnfα*, *Cxcl8*, and *Csf1*, well-known TNFα target genes, were the most highly upregulated during necroptosis (Fig. 1b).

**Fig. 1:**
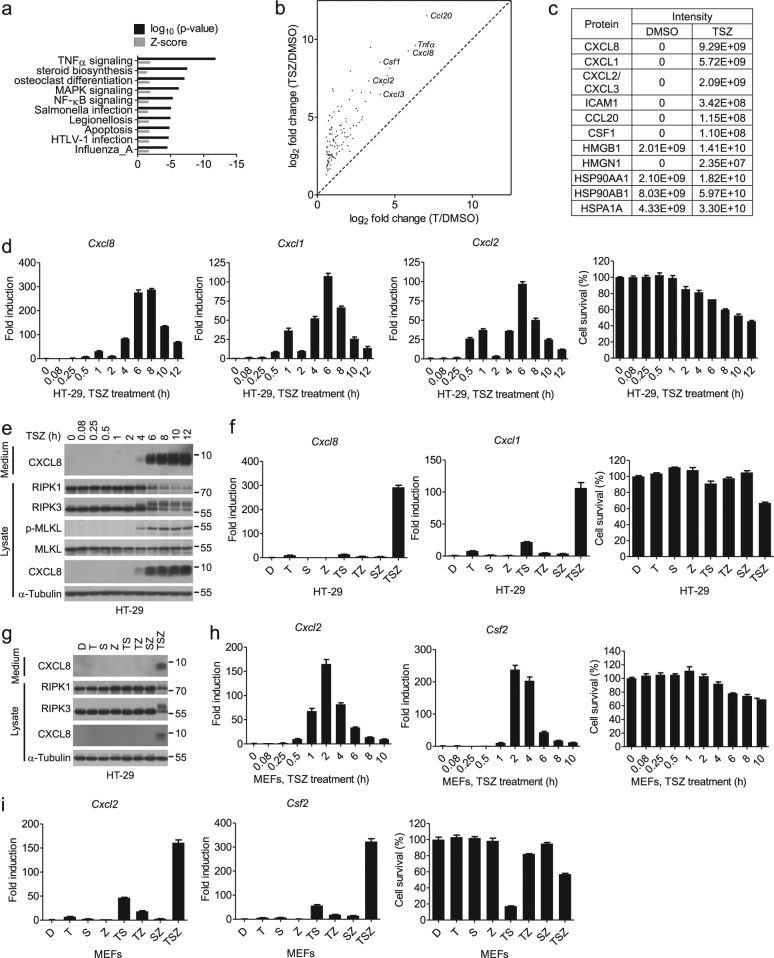
Expression of cytokines is highly induced during necroptosis. **a** The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database analysis of the 813 necroptosis-upregulated genes in Enrichr. **b** Scatterplot of the fold inductions of the overlapping genes induced by TNFα and TSZ. Representative genes were labeled. **c** Table of selected proteins identified in the media of necroptotic cells by mass spectrometry. Protein abundance was quantified with LFQ module implemented in MaxQuant. **d** HT-29 cells were treated with TSZ for the indicated periods of time. *Cxcl8*,* Cxcl1*, and *Cxcl2* mRNA levels were measured by qPCR. The cell viability was determined by CellTiter-Glo. **e** HT-29 cells were treated with TSZ for the indicated periods of time. The cell lysates and culture media were collected separately, and analyzed by western blotting with indicated antibodies. **f** HT-29 cells were treated as indicated for 8 h. The expression levels of *Cxcl8* and *Cxcl1* were analyzed by qPCR. The cell viability was determined by CellTiter-Glo. D, DMSO (<0.2%). **g** HT-29 cells were treated as indicated for 8 h. The supernatants and cell lysates were collected and analyzed by western blotting. **h** MEFs were treated for the indicated periods of time with TSZ. The expression levels of *Cxcl2 and Csf2* were determined by qPCR. The cell viability was determined by CellTiter-Glo. **i** MEFs were treated as indicated. *Cxcl2* and *Csf2* mRNA levels were measured by qPCR after 4 h of treatment. The cell viability was determined by CellTiter-Glo after 13 h of treatment. Gene expression determined by qPCR was shown as fold induction compared with untreated cells in all figures. All reagents were used at concentrations as described in Materials and Methods in all experiments, unless otherwise noted. Data were presented as mean ± SEM of triplicates

We further analyzed the proteins/cytokines released from necroptotic cells using mass spectrometry. Apart from the released intracellular proteins such as high mobility group (HMG) proteins, including HMGB1 and HMGN1^21,22^, the induction of necroptosis was associated with increased release of cytokines, such as CXCL8, CXCL1, CCL20, and CSF1, in the culture media (Fig. 1c).

We next characterized the temporal profiles of representative cytokine expression by quantitative PCR (qPCR). We found that there were two waves of increases in the mRNA levels of *Cxcl8*, *Cxcl1*, and *Cxcl2* (Fig. 1d). The first wave increases occurred around 1 h in HT-29 cells after the addition of TSZ and declined rapidly. The second wave occurred when the cells began to die and corresponded temporally with the phosphorylation of RIPK3 and MLKL (Fig. 1d, e). Compared to that of the first wave, the increased expression of cytokines in the second wave was much more robust and persistent. In contrast to that of necroptotic cells induced by TSZ, the induction of cytokines, such as *Cxcl8* and *Cxcl1*, was much weaker or not induced at all in cells treated with TNFα alone or SM-164 alone, or in apoptotic cells induced with TNFα/SM-164 (TS) (Fig. 1f, g). The time course analysis of cytokine expression stimulated by TNFα and TSZ showed that although a comparable level of cytokine expression was induced by TNFα and TSZ at 1 h following the treatment, the second wave of cytokine induction in necroptosis was absent in cells stimulated by TNFα alone (Supplementary Figure 1a). Thus, necroptosis enhanced cytokine production by promoting a second wave of cytokine expression that cannot be triggered by TNFα alone.

To determine if necroptosis is generally associated with increased production of cytokines, we stimulated other cell lines with TSZ to activate necroptosis. We found that the expression of cytokines was induced during necroptosis in mouse embryonic fibroblasts (MEFs), wild-type Jurkat, HT-22, and L929 cells, which synchronized with the progress of cell death (Fig. 1h and Supplementary Figure 1b–e). Similarly, the robust induction of *Cxcl2* and *Csf2* was specific to necroptotic cells induced by TSZ as minimal levels of cytokines were detected in MEFs stimulated by other treatments (Fig. 1i and Supplementary Figure 1f). In MEFs, the second wave of cytokine expression induced by TSZ followed immediately the first one (Supplementary Figure 1f).

We further verified that cytokine production could be induced in necroptosis triggered by stimuli other than TSZ. We found that cytokine expression could be induced during necroptosis of FADD-deficient Jurkat cells with TNFα alone, as well as HT-29 cells and wild-type Jurkat cells with a combination of TRAIL, SM-164, and zVAD (Supplementary Figure 1g–i). Taken together, these results suggest that the expression of proinflammatory cytokines can be induced in multiple necroptosis models.

### NF-κB is required for cytokine induction during necroptosis

Since the inhibition of transcription by actinomycin D blocked the expression of cytokines induced by necroptosis (Supplementary Figure 2), we focused our analysis on the known transcriptional mechanisms. We first tested whether the NF-κB pathway activated by TNFα was involved. We found that TSZ led to two waves of phospho-p65 and phospho-IκBα, key signal transduction events for the activation of NF-κB (Fig. 2a and Supplementary Figure 3a). Furthermore, we found that the addition of TAK1 inhibitor (5Z)-7-Oxozeaenol (5Z-7) and IKK inhibitor TPCA-1 abolished the induction of the cytokines by TSZ (Fig. 2b, c, and Supplementary Figure 3b–d), suggesting that the activation of the IKK complex is required for cytokine expression during necroptosis.

**Fig. 2:**
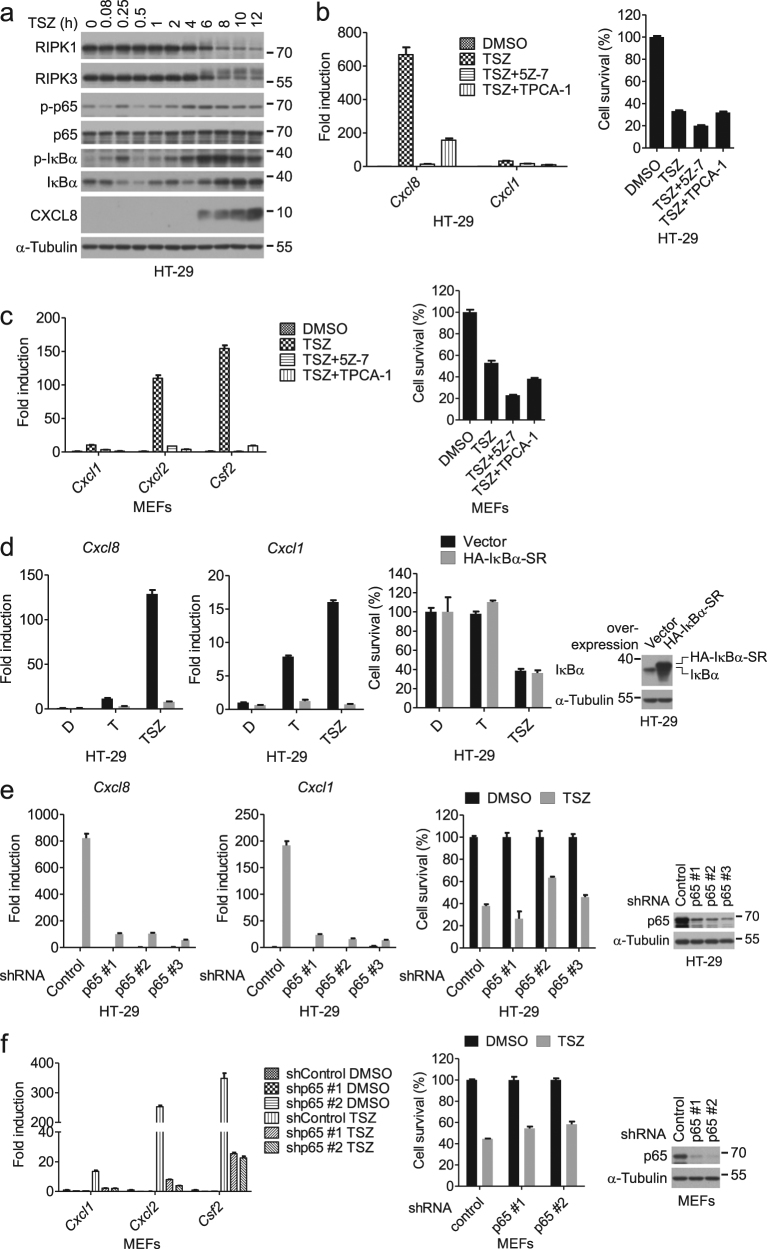
NF-κB regulates the cytokine induction during necroptosis. **a** HT-29 cells were treated with TSZ for the indicated periods of time. The cell lysates were collected for western blotting with indicated antibodies. **b** HT-29 cells were treated as indicated. *Cxcl8* and *Cxcl1* mRNA levels were measured by qPCR after 8 h of treatment (left). The cell viability was determined by CellTiter-Glo after 12 h of treatment (right). **c** MEFs were treated as indicated. The mRNA levels of *Cxcl1*, *Cxcl2*, and *Csf2* were measured by qPCR after 4 h of treatment (left). The cell viability was determined by CellTiter-Glo after 13 h of treatment (right). **d** HT-29 cells overexpressing HA-IκBα-SR or vector were treated as indicated. The expression of *Cxcl8* and *Cxcl1* was analyzed by qPCR at 8 h post treatment. The cell viability was determined by CellTiter-Glo after 24 h of treatment. The expression of IκBα was analyzed by western blotting (right panel). **e** HT-29 cells stably expressing control shRNA or shRNA targeting p65 were treated as indicated. The mRNA levels of *Cxcl8* and *Cxcl1* were measured by qPCR after 8 h of treatment. The cell viability was determined by CellTiter-Glo after 30 h of treatment. The knockdown efficiency was determined by western blotting (right panel). **f** MEFs stably expressing control shRNA or shRNA targeting p65 were treated as indicated. The mRNA levels of *Cxcl1*, *Cxcl2*, and *Csf2* were measured by qPCR after 4 h of treatment. The cell viability was determined by CellTiter-Glo after 24 h of treatment. The knockdown efficiency was determined by western blotting (right panel). Data were represented as mean ± SEM of triplicates

To examine if the activation of IKKs is required for the second wave of cytokine production during necroptosis independent of the first wave, we delayed the addition of TAK1 and IKK inhibitors to specifically block the second wave of IKK activation and found that delayed inhibition of IKK still could block the second wave of cytokine expression and phosphorylation of p65 and IκBα (Supplementary Figure 3e–i). Furthermore, blocking NF-κB activation by either overexpression of the IκBα super-repressor (IκBα-SR) with the S32A/S36A double mutation, and therefore resistant to degradation^23^, or knockdown of p65 by short hairpin RNA (shRNA) completely abrogated cytokine expression in HT-29 cells and MEFs treated with TSZ without effects on cell death (Fig. 2d–f). Collectively, these data suggest that NF-κB is required for the second wave of cytokine expression during necroptosis.

To examine whether there are additional mechanisms underlying the cytokine induction during necroptosis, we evaluated the potential roles of MAPKs, such as p38 and JNK activated during necroptosis (Supplementary Figure 3a)^24^, and the noncanonical NF-κB pathway. The JNK inhibitor SP600125 did not inhibit the cytokine induction during necroptosis (Supplementary Figure 4a). Inhibition of p38 activity by PH-797804 or silencing p38α, the most abundant p38 member, resulted in a moderate reduction of cytokine expression by 20–50% (Supplementary Figure 4a, b). Smac mimetics had been reported to activate the noncanonical NF-κB pathway^25,26^. However, knockdown of RELB, a key mediator of noncanonical NF-κB pathway, not only did not block chemokine expression, but rather promoted *Cxcl1* expression to some extent (Supplementary Figure 4c). These results indicate that the activation of both canonical NF-κB and p38 is involved in mediating cytokine induction during necroptosis.

### The RIPK1–RIPK3–MLKL axis is essential for the induction of cytokines during necroptosis

We next examined the involvement of necroptotic machinery in the production of cytokines. Interestingly, we found that cytokine inductions by necroptosis were inhibited by Nec-1s (an inhibitor of RIPK1), GSK872 (an inhibitor of RIPK3), and necrosulfonamide (NSA, an inhibitor of human MLKL oligomerization) (Fig. 3a–c and Supplementary Figure 1g–i, 5a–d)^17,27,28^. In addition, knockdown of RIPK1, RIPK3, and MLKL reduced the production of cytokines (Fig. 3d–g and Supplementary Figure 5e–h). On the other hand, inhibition of RIPK1, RIPK3, or MLKL failed to block the first peak of *Cxcl8* expression induced by TSZ, or the expression of cytokine induced by TNFα alone or TS in HT-29 cells (Supplementary Figure 6a–d). Also, MLKL ablation did not affect the induction of *Cxcl8* and *Cxcl1* by TNFα alone or TS (Supplementary Figure 6e). Thus, the RIPK1–RIPK3–MLKL axis is specifically required for the necroptosis-induced cytokine production.

**Fig. 3:**
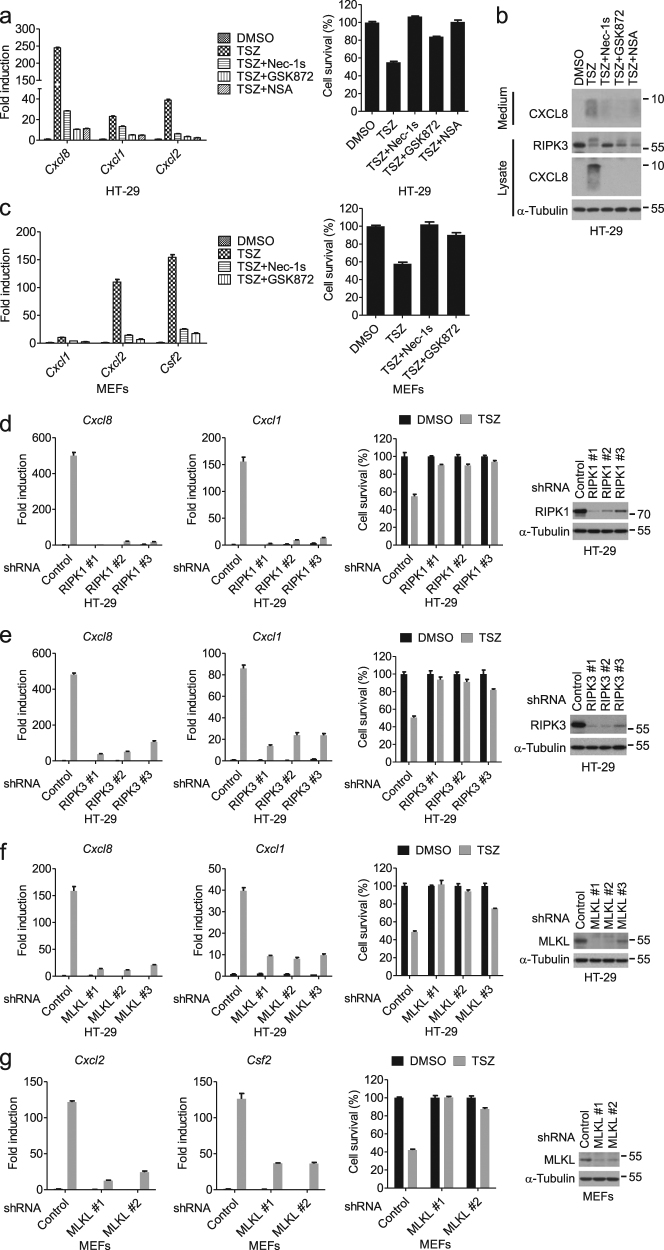
The RIP1–RIP3–MLKL axis is required for the induction of cytokines associated with necroptosis. **a** HT-29 cells were treated as indicated. The mRNA levels of *Cxcl8* and *Cxcl1* were measured by qPCR after 8 h of treatment (left). The cell viability was determined by CellTiter-Glo after 24 h of treatment (right). **b** HT-29 cells were treated as indicated for 8 h. Cell culture medium and cell lysates were collected separately, followed by western blotting analysis. **c** MEFs were treated as indicated. The mRNA levels of *Cxcl1*, *Cxcl2*, and *Csf2* were measured by qPCR after 4 h of treatment (left). Cell viability was determined by measuring ATP levels after 13 h of treatment (right). **d**–**f** HT-29 cells stably expressing the indicated shRNA were treated with DMSO or TSZ. The mRNA levels of *Cxcl8* and *Cxcl1* were measured by qPCR after 8 h of treatment. The cell viability was determined by CellTiter-Glo after 24 h of treatment. The knockdown efficiency was determined by western blotting. **g** MEFs stably expressing the indicated shRNA were treated with DMSO or TSZ. The mRNA levels of *Cxcl2* and *Csf2* were measured by qPCR after 4 h of treatment. The cell viability was determined by CellTiter-Glo after 22 h of treatment. The knockdown efficiency was determined by western blotting. Data were represented as mean ± SEM of triplicates

### Cell-autonomous induction of cytokines during necroptosis

We next asked whether RIPK1–RIPK3–MLKL induced cytokines in a cell-autonomous manner, or indirectly by the release of DAMPs, which might trigger cytokine expression in a paracrine manner (Fig. 4a). To address this question, we treated naive HT-29 cells with conditioned medium from necroptotic cells and compared the time course of the cytokine induction with that directly induced by TSZ (Fig. 4b). We found that the conditioned medium from TSZ-treated HT-29 cells did not accelerate cytokine production as it still took 8 h, the same amount of time as that of inducing the expression of *Cxcl8* by TSZ (Fig. 4c). In addition, the conditioned medium from necroptotic cells did not compromise the ability of Nec-1s to inhibit *Cxcl8* expression in naive cells (Fig. 4c). Thus, the released DAMPs from necroptotic cells are unlikely to be sufficient to induce the expression of cytokines.

**Fig. 4:**
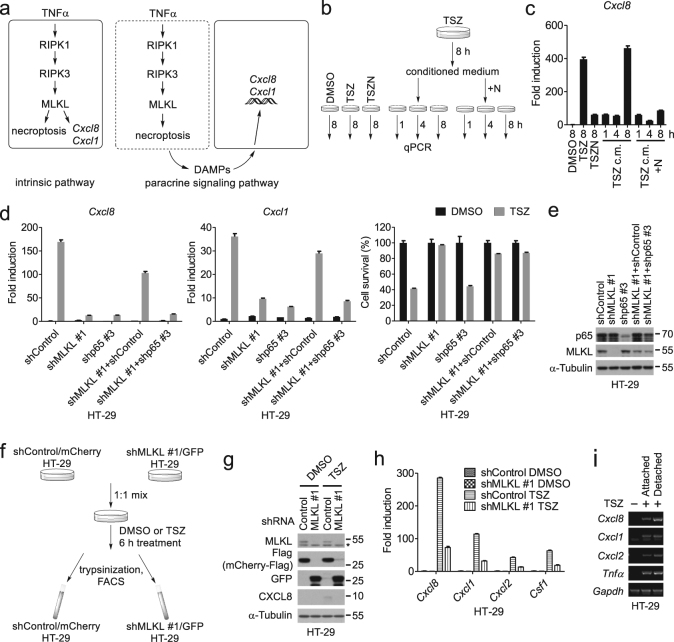
Cytokine production during necroptosis is mediated by a cell intrinsic pathway. **a** The cell-intrinsic and paracrine signaling hypothesis. **b** Schematic of the treatments for HT-29 cells with indicated compound(s) or conditioned medium. N, 10 μM Nec-1s. **c** HT-29 cells were treated as shown in **b**. The expression of *Cxcl8* was determined by qPCR; c.m., conditioned medium. **d**, **e** HT-29 cells expressing MLKL shRNA or p65 shRNA were cultured individually or co-cultured in a ratio 1:1, and stimulated with DMSO or TSZ. The mRNA levels of *Cxcl8* and *Cxcl1* were measured by qPCR after 8 h of treatment and the cell viability was determined by CellTiter-Glo after 29 h of treatment (**d**). The protein levels of p65 and MLKL were analyzed by western blotting (**e**). **f** Schematic of the co-culture and FACS experiment. HT-29 cells were treated with DMSO or TSZ for 6 h, and then separated by FACS to obtain Cherry+ (shControl) or GFP+ (shMLKL) populations. **g** Western blotting analysis of lysates from HT-29 cells separated in **f**. Asterisk indicates nonspecific bands. **h** Quantitative PCR analysis of *Cxcl8*, *Cxcl1*, *Cxcl2*, and *Csf1* mRNA levels in HT-29 cells derived from **f**. **i** The expression of the cytokines was determined by RT-PCR in the attached or detached HT-29 cells after 8 h treatment with TSZ

To determine if the interaction of dying cells with neighboring cells was required for the induced expression of cytokines, we co-cultured cell death-deficient shMLKL HT-29 cells and NF-κB-deficient shp65 HT-29 cells. Most notably, after necroptosis induction, the mixed culture of shMLKL cells and shp65 cells was still unable to induce the expression of *Cxcl8* and *Cxcl1* as that of shControl cells (Fig. 4d, e), suggesting that any factors from dying shp65 cells could not complement MLKL knockdown to induce cytokine expression.

To further evaluate the role of DAMPs and cell–cell interactions in cytokine production during necroptosis, we co-cultured mCherry marked shControl and GFP marked shMLKL HT-29 cells in 1:1 ratio so that they could be treated in the same well and then separated according to their fluorescent markers by FACS for analyzing the expression of cytokines (Fig. 4f, g). Consistently, the mRNA levels of cytokines in necroptotic shControl cells were much higher than that of shMLKL cells treated with TSZ (Fig. 4h).

Finally, we assayed the cytokine production in the detached dead HT-29 cells treated with TSZ. We found that the expression of cytokines in the detached cells was higher than that of the attached cells (Fig. 4i), consistent with induction of cytokine expression in necroptotic cells. From these results, we conclude that the expression of cytokines during necroptosis is induced in a cell-autonomous manner.

### The RIPK1–RIPK3–MLKL axis is required for nuclear entry of p65

We next compared the NF-κB activation between TSZ and TNFα treatment. Consistent with the magnitude of cytokine induction, the second peak of phosphorylation of p65 and IκBα during necroptosis was much stronger than that triggered by TNFα alone (Fig. 5a and Supplementary Figure 7a). In line with the requirement for the scaffolding function of RIPK1, but not its kinase activity, in activating IKK^29^, knockdown of RIPK1, but not its kinase inhibitor Nec-1s, blocked the IKK-mediated p65 and IκBα phosphorylation during necroptosis (Fig. 5b, c). Similarly, we found that neither the treatment of additional necroptosis inhibitors, including the RIPK3 inhibitor GSK872 and the MLKL inhibitor NSA, nor the silencing of RIPK3 and MLKL had any inhibitory effect on the phosphorylation of IκBα or p65 induced by TSZ (Fig. 5d, e and Supplementary Figure 7b–f). Consistent with a role of p38 in cytokine production, phosphorylation of p38, the hallmark for p38 activation, was attenuated by necroptosis inhibitors (Fig. 5d).

**Fig. 5:**
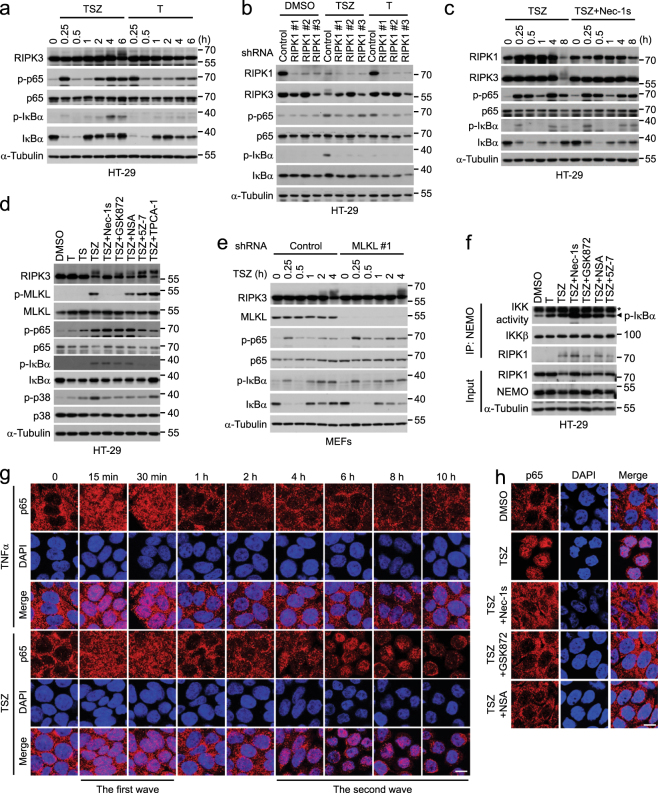
The RIP1–RIP3–MLKL axis is required for promoting p65 nuclear entry in necroptosis. **a** Western blotting analysis of lysates from HT-29 cells treated with TSZ or T for the indicated periods of time. **b** HT-29 cells stably expressing the indicated shRNAs were treated with DMSO, TSZ, or T for 8 h. The cell lysates were collected for western blotting analysis. **c** Western blotting analysis of lysates from HT-29 cells treated as indicated. **d** Western blotting analysis of lysates from HT-29 cells treated as indicated for 8 h. **e** MEFs stably expressing control or MLKL shRNA were treated as indicated. Western blotting was performed with indicated antibodies. **f** HT-29 cells were treated as indicated for 8 h. The IKK complex was immunoprecipitated with an anti-NEMO antibody and subjected to an in vitro kinase assay by probing the phosphorylated GST-IκBα. The immunoprecipitates and cell lysates were western blotted with indicated antibodies. Asterisk indicates the bands of IgG. **g** Immunostaining of p65 in HT-29 cells treated with TSZ for the indicated time periods. **h** Immunostaining of p65 in HT-29 cells treated as indicated for 8 h. Scale bars, 10 μm

Because IκBα is degraded upon its phosphorylation by IKK, we further determined the kinase activity of IKK with a fusion GST-IκBα substrate using the IKK complex immunoprecipitated from the cells treated with TSZ in the presence or absence of necroptosis inhibitors. Inhibition of RIPK1, RIPK3, or MLKL could not block the IKK activity in the in vitro kinase assay (Fig. 5f). Taken together, these results suggest that the RIPK1 kinase activity, RIPK3, and MLKL enhance p38 activation and the NF-κB-dependent transcription downstream of IKK activation during necroptosis.

We next examined the nuclear translocation of p65, during necroptosis, a critical event for NF-κB. Similar to that of cytokine induction, two waves of p65 nuclear translocation occurred during TSZ-induced necroptosis (Fig. 5g). An early transient nuclear import of p65 was observed at 15 and 30 min after TSZ stimulation, and a delayed and prolonged nuclear translocation of p65 occurred at 4 h after TSZ treatment and lasted for 4 h. In contrast, only a brief nuclear accumulation was found in cells stimulated by TNFα alone at 15 and 30 min after stimulation (Fig. 5g). Thus, necroptosis is characterized with a sustained p65 nuclear translocation that is correlated temporally with the cell death and robust cytokine gene expression during the second wave. We next asked whether the RIPK1–RIPK3–MLKL axis was required for the necroptosis-specific nuclear entry of p65. We found that the inhibition of RIPK1 kinase by Nec-1s, RIPK3 by GSK872, or MLKL by NSA prevented the translocation of p65 into the nucleus (Fig. 5h). Thus, necroptotic machinery promotes the sustained nuclear entry of p65 to activate the cytokine expression during necroptosis.

### Degradation of IκBα is regulated by the RIPK1–RIPK3–MLKL axis during necroptosis

The β-TrCP-mediated ubiquitination and the subsequent proteasomal degradation of IκBα is known to be the prerequisite for the p65/p50 translocation to nucleus^14–16,30^. Consistently, either knockdown of β-TrCP2 or the delayed addition of MG132 blocked *Cxcl8* and *Cxcl1* expression during necroptosis (Fig. 6a, b). However, no obvious difference of IκBα protein levels was found between cells treated with TSZ and TSZ plus necroptosis inhibitors (Fig. 5d and Supplementary Figure 7b), which might be due to newly synthesized IκBα by NF-κB. Indeed, the transcription of IκBα was induced during necroptosis in a RIPK1–RIPK3–MLKL-dependent manner (Supplementary Figure 8a–g).

**Fig. 6:**
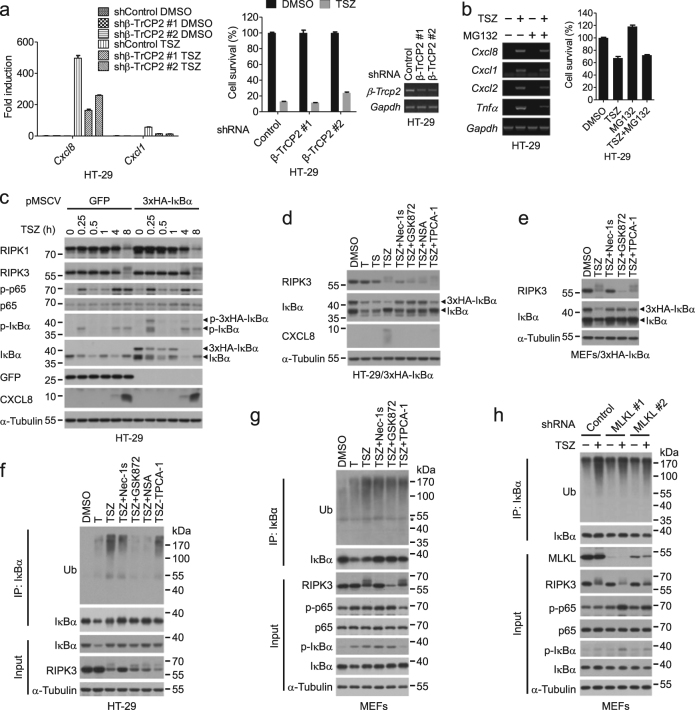
Degradation of IκBα is promoted by the RIPK1–RIPK3–MLKL axis during necroptosis. **a** HT-29 cells stably expressing control shRNA or shRNA targeting β-TrCP2 were treated as indicated. The mRNA levels of *Cxcl8* and *Cxcl1* were measured by qPCR after 8 h of treatment. The cell viability was determined by CellTiter-Glo after 32 h of treatment. The knockdown efficiency was determined by RT-PCR. **b** HT-29 cells were treated with DMSO or TSZ for 4 h, and then incubated together with or without MG132 for another 4 h. The mRNA levels of the indicated genes were measured by RT-PCR (left). The cell viability was determined by CellTiter-Glo (right). MG132, 10 μM. **c** HT-29 cells expressing GFP or 3×HA-IκBα were treated as indicated. The cell lysates were collected for western blotting. **d** Western blotting analysis of lysates from 3×HA-IκBα-expressing HT-29 cells treated as indicated for 8 h. **e** MEFs stably expressing 3×HA-IκBα were treated as indicated for 4 h. The cell lysates were collected for western blotting analysis. T, 100 ng/ml TNFα; S, 100 nM SM-164; Z, 20 μM zVAD. **f** HT-29 cells were treated as indicated for 8 h. The cell lysates were immunoprecipitated with an anti-IκBα antibody. The immunoprecipitates and cell lysates were analyzed by western blotting with indicated antibodies. **g**, **h** WT MEFs (**g**) and MEFs stably expressing the indicated shRNAs (**h**) were treated as indicated for 4 h. The cell lysates were immunoprecipitated with an anti-IκBα antibody. The immunoprecipitates and cell lysates were analyzed by western blotting with indicated antibodies

We next expressed an exogenous IκBα lacking the NF-κB response element to directly monitor the protein turnover of IκBα. Similar to endogenous IκBα, the phosphorylation and degradation of exogenous IκBα occurred with two peaks; however, the protein level of exogenous IκBα was not restored in the second peak (Fig. 6c and Supplementary Figure 9a). In contrast, both waves of IκBα degradation were abolished by the S32A/S36A mutation in IKK-mediated phosphorylation sites as well as the K21R/K22R mutation in SCF^β-TrCP^-dependent ubiquitination sites (Supplementary Figure 9b). Furthermore, compared to that of TNFα or TS, necroptosis induced a more pronounced decrease of exogenous IκBα protein at the second peak, which could be blocked by necroptosis inhibitors as well as by the IKK inhibitor TPCA-1 (Fig. 6d, e). On the other hand, the first wave of IκBα degradation was blocked by TPCA-1 but not by necroptosis inhibitors (Supplementary Figure 9c–e), and TNFα alone induced IκBα degradation was not affected by NSA (Supplementary Figure 9f), indicating that the RIPK1 kinase activity, RIPK3, and MLKL were specifically required for the second wave of IκBα degradation.

Since IκBα was degraded through the proteasomal pathway after its ubiquitination, we characterized the ubiquitination of IκBα during necroptosis. We found that IκBα ubiquitination in cells treated with TSZ was significantly stronger than that induced by TNFα alone, which was blocked by IKK inhibition, and by Nec-1s, GSK872, NSA, or silencing MLKL (Fig. 6f–h). Overall, these results indicated that the RIPK1–RIPK3–MLKL axis promoted IκBα degradation mediated by ubiquitination.

### Necroptosis induced by MLKL oligomerization is weak in promoting cytokine expression

Oligomerization of MLKL is essential for necroptosis. To assess whether MLKL oligomers are sufficient for cytokine induction during necroptosis, we constructed an induced-active (ac) form of MLKL (acMLKL) by fusing tandem dimerization domains, FKBP (F36V), to the C-terminus of the constitutively active human T357E/S358D double mutant, which could oligomerize upon the addition of the dimerizer, AP20187 (Fig. 7a). Indeed, the induction of MLKL dimerization led to considerable amount of cell death inhibitable by NSA, an inhibitor of MLKL oligomerization, but not by RIPK1 inhibitor Nec-1s, the RIPK3 inhibitor GSK872, or caspase inhibitor zVAD (Fig. 7b, c). We found that the induction of MLKL dimerization led to an increase in the mRNA levels of *Cxcl8* that was blocked by NSA but not Nec-1s, GSK872, or zVAD (Fig. 7d–f). The expression of *Cxcl8* induced by MLKL dimerization was much lower than that induced by TSZ (Fig. 7f), indicating that necroptosis execution induced by oligomerization of MLKL alone cannot account for the robust induction of cytokines by TSZ. However, TSZ-induced cytokine production in the presence of forced MLKL oligomerization was completely blocked by the IKK inhibitor TPCA-1 and the MLKL inhibitor NSA, and partially inhibited by Nec-1s and GSK872 (∼50%) (Fig. 7g). On the other hand, TNFα alone cannot enhance the cytokine expression in cells with MLKL oligomers (Supplementary Figure 10). Therefore, in addition to MLKL oligomers, RIPK1- and RIPK3-activated signaling events as well as IKK activation mediated by TNFα signaling may contribute to the robust cytokine expression during TSZ-induced necroptosis.

**Fig. 7:**
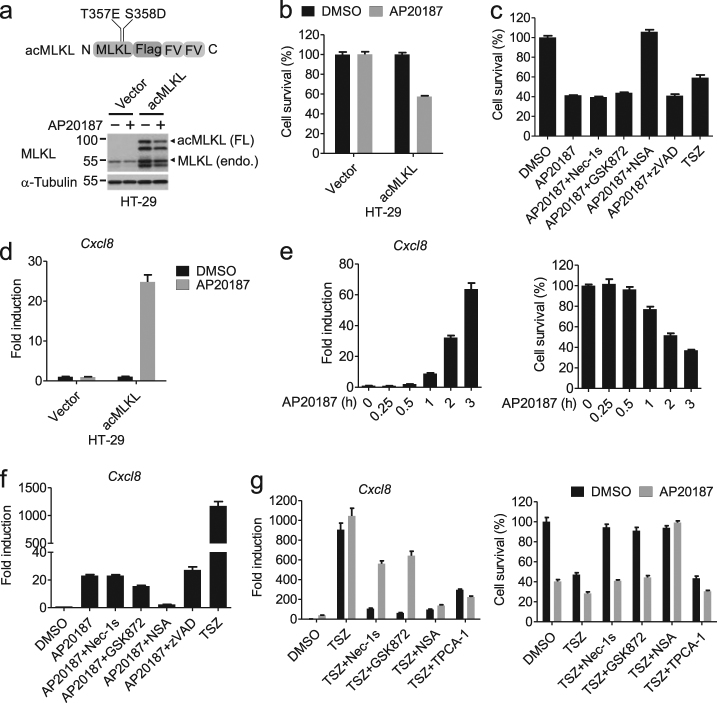
Necroptosis induced by forced dimerization of MLKL is much less effective in inducing cytokine production than that by TSZ. **a** Schematic representation of the oligomerizable MLKL (acMLKL) (upper) and western blotting analysis of lysates from HT-29 cells stimulated with DMSO or AP20187 for 2 h (lower). FL, full length; endo., endogenous. **b** HT-29 cells stably expressing the indicated constructs were stimulated with DMSO or AP20187 for 2 h. The cell viability was determined by CellTiter-Glo. **c** HT-29 cells expressing acMLKL were treated with the indicated compounds for 6 h except AP20187, which was administered in the last 2 h. The cell viability was determined by CellTiter-Glo. **d** HT-29 cells stably expressing the vector or acMLKL were stimulated with DMSO or AP20187 for 2 h. *Cxcl8* mRNA levels were measured by qPCR. **e** HT-29 cells stably expressing acMLKL were stimulated with AP20187 for the indicated time. The expression of *Cxcl8* was measured by qPCR (left). Cell viability was determined by CellTiter-Glo (right). **f** The acMLKL expressing HT-29 cells were treated with the indicated compounds for 6 h except AP20187, which was added during the last 2 h of incubation. The expression of *Cxcl8* was measured by qPCR. **g** HT-29 cells stably expressing acMLKL were treated as indicated for 8 h except AP20187. AP20187 was administered in the last 2 h. The expression of *Cxcl8* was measured by qPCR. The cell viability was determined by CellTiter-Glo. Data were represented as mean ± SEM of triplicates

## Discussion

Necrosis is known to be proinflammatory from the passive leakage of DAMPs due to disrupted cytoplasmic membrane. However, the discovery of necroptosis, a regulated necrotic cell death mechanism, raised the question if there is an active program that can promote inflammation during necroptosis, i.e., inflammation beyond that activated by the passive release of intracellular content alone. Through a comparative transcriptome analysis of TNFα-induced necroptosis in the presence or absence of the RIPK1 kinase inhibitor Nec-1s, we discovered that necroptosis exerts a profound effect on transcription, activating the expression of a large number of genes. Notably, many of the upregulated genes, such as inflammatory cytokines, are in common with the target genes of TNFα pathway and all of them were expressed at a substantially higher level during necroptosis than that triggered by TNFα. These results suggest that necroptosis enhances TNFα-induced gene transcription. The greatly elevated cytokine expression appears to be a common feature of necroptosis as it was found in a panel of necroptotic cell lines and can be activated by different types of necroptotic stimuli including TNFα and TRAIL. The overrepresentation of TNFα target genes in the necroptosis-upregulated genes provides compelling evidence to show that necroptosis exacerbates TNFα-mediated inflammation. Although DAMPs can promote inflammation, we demonstrated that the increased cytokine production in TNFα-induced necropotosis is independent of DAMPs release and requires cell-intrinsic activation of NF-κB and p38. Future studies will be needed to explore the transcriptional regulatory mechanisms that control the induction of proinflammatory cytokine expression by necroptosis.

We showed that cytokine production mediated by MLKL oligomerization alone was substantially lower than that induced by TSZ. This result suggests that MLKL oligomers are necessary but insufficient for maximum cytokine production in necroptosis and events upstream of MLKL oligomerization are required. Mechanistically, we propose that the RIPK1 kinase–RIPK3–MLKL axis does not induce the activity of the IKK complex, but rather activates p38, and promotes the ubiquitination and degradation of IκBα that could activate NF-κB. Consistently, a much higher level of ubiquitinated IκBα is induced by TSZ than that by TNFα. Therefore, the necroptosis machinery likely acts downstream of IKK to sustain the activation of NF-κB. However, as we were not able to detect an association of RIPK1, RIPK3, or MLKL with IκBα, necroptosis might promote IκBα degradation via an indirect mechanism. Taken together, we propose that TNFα-mediated necroptosis dependent on RIPK1, RIPK3, and MLKL activation triggers enhanced inflammatory cytokine gene transcription through a cell-autonomous mechanism involving NF-κB and p38. However, we do not exclude that other mechanisms might also exist in necroptotic cells underlying the cell-intrinsic activation of cytokine expression.

Studies in mouse models of human diseases have demonstrated an important role of necroptosis in a variety of diseases including inflammatory diseases, neurodegeneration, and cancer^31–35^. As a result, RIPK1 kinase inhibitors have been advanced into the human clinical trial for the treatment of colitis, amyotrophic lateral sclerosis, and Alzheimer’s diseases^36,37^. Our study suggests that the enhancement of NF-κB activation by necroptosis could contribute to the pathogenesis by mediating the production of proinflammatory cytokines, which may serve as biomarkers to monitor the efficacy of therapeutic interventions by inhibition of RIPK1.

## Materials and methods

### Reagents and antibodies

Recombinant human TNFα (Cat# C008) was purchased from Novoprotein Scientific Inc. (Summit, NJ, USA). Recombinant human TRAIL (Cat# 375-TL) was obtained from R&D Systems (Minneapolis, MN, USA). MG132 and zVAD were purchased from Selleckchem (Houston, TX, USA). GSK872 and NSA were purchased from Calbiochem (San Diego, CA, USA). 5Z-7-Oxozeaenol was purchased from Sigma-Aldrich (St. Louis, MO, USA). TPCA-1, SP600125, PH-797804, and AP20187 were purchased from MedChemexpress (Princeton, NJ, USA). R-7-Cl-O-Nec-1 (Nec-1s) and SM-164 were custom synthesized.

Antibodies used in the study were IκBα (C-21, Cat# sc-371), p65 (C-20, Cat# sc-372), Ub (P4D1, Cat# sc-8017), NEMO (FL-491, Cat# sc-8330), and GFP (FL, Cat# sc-8334) from Santa Cruz (Dallas, TX, USA); IκBα (Cat# 4814), p-IκBα (Ser32, Cat# 2859), p65 (Cat# 8242), p-p65 (Ser536, Cat# 3033), IKKβ (Cat# 8943), RIPK1 (Cat# 3493), and p38 (Cat# 9212) from Cell Signaling (Danvers, MA, USA); FLAG (Cat# F3040) from Sigma-Aldrich (St Louis, MO, USA); CXCL8 (Cat# 17038-1-AP) from Proteintech (Chicago, IL, USA); and α-Tubulin (Cat# PM054) from MBL (Woburn, MA, USA). Antibodies including RIPK3 (Cat# ab72106), MLKL (Cat# ab183770), and p-MLKL (Ser358, Cat# ab187091) were obtained from Abcam (Cambridge, UK) to detect human proteins. Anti-RIPK3 and anti-MLKL antibodies were produced in-house to probe the mouse proteins. HRP conjugated goat anti-rabbit IgG (H+L) secondary antibody (Cat# 31460) and HRP conjugated goat anti-mouse IgG (H+L) secondary antibody (Cat# 31430) were purchased from Thermo Fisher Scientific (Waltham, MA, USA).

### Cell culture and treatments

HT-29 cells were cultured in McCoy’s 5A medium (GIBCO, Grand Island, NY, USA), supplemented with 10% FBS (Biowest, Nuaillé, France) and 1% penicillin and streptomycin. MEFs, HEK293T, HT-22, and L929 cells were cultured in DMEM (GIBCO) supplemented as described above. Jurkat cells were cultured in RPMI 1640 medium (GIBCO) supplemented as described above. Cells were cultured at 37 °C in a humidified atmosphere with 5% CO_2_.

For HT-29, L929, and HT-22 cells, TNFα and SM-164 were used at a concentration of 10 ng/ml and 50 nM, respectively. For MEFs, TNFα and SM-164 were used at a concentration of 50 ng/ml and 100 nM, respectively; 100 ng/ml TNFα was used to treat wild-type and FADD-deficient Jurkat cells. SM-164 was used at a concentration of 100 nM to treat wild-type Jurkat cells. Nec-1s, GSK872, NSA, zVAD, 5Z-7, TPCA-1, and AP20187 were used at 10 μM, 10 μM, 2 μM, 20 μM, 2.5 μM, 10 μM, and 20 nM, respectively. TRAIL were used at a concentration of 100 ng/ml. Identical concentrations were used as describe above, unless otherwise stated. DMSO (<0.2%) was used as a vehicle-only control.

### Plasmid construction

Human and mouse IκBα were generated by PCR amplification from the cDNA of HT-29 cells and MEFs, respectively, and then cloned into the pMSCV vector or a lentiviral vector made in-house. The S32A/S36A double mutant or K21R/K22R double mutant IκBα were created by PCR-based site-directed mutagenesis. To construct the dimerizable MLKL, human MLKL and FKBP were amplified from cDNA of HT-29 cells. T357E/S358D MLKL and F36V FKBP were generated through PCR-based site-directed mutagenesis. The mutated MLKL, F36V FKBP, and Flag tag oligonucleotides were cloned into pMSCV vector using ClonExpress^TM^ One Step Cloning Kit (Vazyme, Nanjing, China). The annealed shRNA and single-guide RNA (sgRNA) oligonucleotides were cloned into the pLKO.1 vector and LentiCRISPR v2 vector, respectively. All plasmids were confirmed by sequencing.

The shRNAs used in this study were selected from the RNAi Consortium (TRC) (Broad Institute, MA, USA) and are listed in Supplementary Table 1. To silence RIPK1 in MEFs, the following sgRNAs were used: sgRIPK1 #1_Sense (S): caccgGGGTCTTTAGCACGTGCATC, sgRIPK1 #1_Antisense (AS): aaacGATGCACGTGCTAAAGACCCc; sgRIPK1 #2_S: caccgAGAAGAAGGGAACTATTCGC, sgRIPK1 #2_AS: aaacGCGAATAGTTCCCTTCTTCTc; sgRIPK1 #3_S: caccgTGTGAAAGTCACGATCAACG, sgRIPK1 #3_AS: aaacCGTTGATCGTGACTTTCACAc.

### Virus packaging and transduction

Recombinant lentivirus and retrovirus were packaged in HEK293T cells in the presence of packaging plasmids. Specifically, one well of HEK 293T cells in 6-well plates was transfected with 2 μg plasmids including the expression vector and the packaging plasmids. Seventy-two hours later, the media containing the virus were collected and filtered through a 0.45-μM PVDF membrane (Millipore, Billerica, MA, USA). Transduction was performed by incubating cells with the virus-containing media in the presence of 8 μg/ml Polybrene for 48 h. To establish the acMLKL-expressing HT-29 cells or stable cell lines expressing shRNA or sgRNA, cells were selected with 5 μg/ml puromycin for 3–4 days after virus transduction.

### RNA interference

HT-22 cells were transfected with 50 nM siRNA using Lipofectamin RNAiMax (Invitrogen) following the manufacturer’s instruction. The sense sequence of mouse MLKL siRNA is GAGAUCCAGUUCAACGAUA.

### Quantitative PCR  (qPCR) and semi-quantitative reverse  transcription PCR (RT-PCR) analysis

Total RNA was extracted and purified using Trizol Reagent (Thermo Fisher Scientific). Reverse transcription reactions were performed with the M-MLV reverse transcriptase (TaKaRa, Otsu, Japan). For qPCR, SYBR Green Master Mix (Vazyme) was used in StepOnePlus PCR Systems (Applied Biosystems) and the PCR conditions were 95 °C for 10 min, and 40 cycles of 95 °C for 15 s and 60 °C for 30 s. Fold induction of gene expression is calculated using the ΔΔCt method^38^. Namely, cycle threshold (Ct) values for genes of interest were normalized to *C*_T_ values of *Gapdh* (human) or *β-Actin* (mouse) and then to that of control groups. For semi-quantitative PCR, identical reactions with polymerase (Vazyme) were performed to compare the expression level of indicated genes. PCR primers used in this study are listed in Supplementary Table 2.

### polyA-selected RNA-seq

HT-29 cells were treated with DMSO, 10 ng/ml TNFα, or the combination of 10 ng/ml TNFα, 50 nM SM-164, and 20 μM zVAD in the presence or absence of 10 μM Nec-1s for 8 h. HT-29 cells then were homogenized in a 1.5-ml tube containing 1 ml of Trizol Reagent (Thermo Fisher Scientific). RNA isolation was followed in accordance with manufacturer’s instruction. RNA was resuspended in DEPC-treated RNase free water (Thermo Fisher Scientific). TURBO DNA free kit was used to remove residual DNA contamination according to manufacturer’s instruction (Thermo Fisher Scientific); 1 μg of total RNA was used for sequencing library preparation. PolyA-tailed RNAs were selected by mRNA Capture Beads (VAHTS), followed by the mRNA-seq V2 Library Prep Kit for Illumina according to manufacturer’s instruction (VAHTS). The library quality was examined by Bioanalyzer 2100 (Agilent). The libraries were pooled together in equimolar amounts to a final 2 nM concentration. The normalized libraries were denatured with 0.1 M NaOH (Sigma). Pooled denatured libraries were sequenced on the illumina NextSeq 550 with single end 150 bps.

### RNA-seq analysis

Sequencing reads were mapped to the reference genome hg38 with STAR2.3.0e by default parameter^39^. The read counts for each gene were calculated by HTSeq-0.5.4e htseq-count with parameters “-m intersection-strict -s no”^40,41^. The count files were used as an input to R package DESeq for normalization.

### Immunoprecipitation

After stimulation, the media were removed and plates were placed on ice and flooded with ice-cold PBS to stop stimulation. Cells were then lysed on ice in NP40 lysis buffer (20 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% NP40, 10% Glycerol, 3 mM NaF, 1 mM β-glycerophophate) supplemented with the protease inhibitor cocktail (Biotool, Houston, TX, USA). Cell lysates were incubated on ice for 10 min, and clarified at 15,000×*g* for 15 min at 4 °C. Lysates were then incubated with corresponding antibodies overnight, followed by incubation with the Protein G Agarose (Thermo Fisher Scientific) for 4 h at 4 °C. After four washes with NP40 lysis buffer, the beads were boiled in SDS loading buffer (50 mM Tris-HCl pH 6.8, 2% SDS, 10% glycerol, and 100 mM DTT) for 5 min.

### Western blotting

Cell extracts or immunoprecipitates in SDS loading buffer were subjected to SDS-PAGE. After transfer of the resolved proteins to PVDF membrane (Millipore), the membranes were blocked with 5% reconstituted dry milk in 0.1% Tween Tris-buffered saline (TBS-T) for 30 min at room temperature, and then successively incubated with primary antibodies overnight at 4 °C and the peroxidase-coupled secondary antibodies for 1 h at room temperature. Proteins were visualized by enhanced chemiluminescence substrate.

### In vitro kinase assay

HT-29 cells were lysed in NP40 lysis buffer. Immunoprecipitation was performed with an anti-NEMO antibody as described above. Following three washes with 20 mM Tris-HCl pH 7.5, the immunoprecipitated IKK complex was incubated with 0.01 mg/ml GST-IκBα (20–217) (Cat# ag12979, Proteintech) in a kinase buffer (25 mM Tris-HCl pH 7.5, 10 mM MgCl_2_, 50 μM ATP, 2 mM DTT, 5 mM β-glycerophosphate, and 0.1 mM Na_3_VO_4_) at 30 °C for 1 h. The reaction mixtures were then subjected to SDS-PAGE. The resulted phospho-GST-IκBα was detected by an anti-p-IκBα antibody (Ser32, Cat# 2859, Cell Signaling).

### Viability assay

Cell survival was determined by the CellTiter-Glo Luminescent Cell Viability Assay (Promega, Madison, WI, USA) following the manufacturer’s instruction. All cell survival assays were performed in triplicates.

### Flow cytometry

The mixed cultures of mCherry and GFP-labeled HT-29 cells were stimulated with DMSO or 10 ng/ml TNFα (T), 50 nM SM-164 (S), and 20 μM zVAD (Z) for 6 h. The cells were then trypsinized and separated by an Influx Cytometer (BD Biosciences) based on the mCherry and GFP expression.

### Immunocytochemistry

HT-29 cells were plated on coverslips and treated as indicated. Cells were fixed with 4% paraformaldehyde and permeabilized with 0.2% Triton X-100 in PBS. Cells were then incubated with 5% bovine serum albumin in PBS for 30 min and the anti-p65 antibody (C-20, Cat# sc-372, Santa Cruz) overnight at 4 °C, followed by three PBS washes and subsequent incubation with the fluorescent secondary antibody for 1 h at room temperature. DAPI (300 nM) (Thermo Fisher Scientific) was included in the final wash for nuclei counterstain. Cells were mounted with 10% glycerol and images were acquired with a laser scanning microscope (Leica SP8 Confocal System).

### Sample preparation for mass spectrometry

HT-29 cells were treated with DMSO or 10 ng/ml TNFα (T), 50 nM SM-164 (S), and 20 μM zVAD (Z) for 4 h. After three washes with PBS, the culture medium was replaced with DMEM and cells were incubated for another 8 h. The media were collected and cleared of cell debris by centrifugation. Secreted proteins in the supernatant of HT-29 culture media were concentrated with a 3-kDa centrifugal filter.

### Mass spectrometry

Two-hundred micrograms of proteins from the supernatant of cell culture were trypsin digested. The resulted peptides were analyzed on Thermo Scientific Q Exactive hybrid quadrupole-Orbitrap mass spectrometer. The protein identification and quantification were done by MaxQuant^42^. The tandem mass spectra were searched against UniProt human protein database and a set of commonly observed contaminants. The precursor mass tolerance was set as 20 ppm, and the fragment mass tolerance was set as 0.1 Da. The cysteine carbamidomethylation was set as a static modification, and the methionine oxidation was set as a variable modification. The FDR at peptide spectrum match level and protein level were controlled below 1%. The unique peptides plus razor peptides were included for label-free quantification in MaxQuant^43^.

### GEO accession

RNA-seq data can be downloaded from the GEO under accession number GSE 108621.

### Statistics

All statistical analyses were performed using the GraphPad Prism 5. All data points are shown as mean ± SEM unless otherwise stated. All experiments were repeated 2–3 times.

## Electronic supplementary material

supplementary Figure legends

Supplementary figures

Supplementary tables

# Supplementary material for: Necroptosis promotes cell-autonomous activation of proinflammatory cytokine gene expression
**Source:** Cell Death Dis. 2018 Apr 27;9(5):500. doi: 10.1038/s41419-018-0524-y
**Supplement:** Supplementary file 1 — supplementary Figure legends

**Supplementary Figure legends**

**Supplementary Figure 1. Induction of cytokines by necroptosis in different cell lines.** (a) Detection of *Tnfα*, *Cxcl8* and *Gapdh* gene expression in HT-29 cells after the indicated treatment by RT-PCR. (b) MEFs were treated with DMSO or TSZ for 4 h. The levels of the indicated transcripts were determined by qPCR and were expressed as fold induction by TSZ over that of untreated groups. (c) Jurkat cells were treated with TSZ for the indicated time. The expression of *Cxcl8* and *Gapdh* was measured by RT-PCR (left). The cell viability was determined by CellTiter-Glo (right). (d-e) HT-22 cells (d) and L929 cells (e) were treated with TSZ for the indicated time. The expression of *Cxcl2*, *Csf2* and *β-Actin* was measured by RT-PCR (left). The cell viability was determined by CellTiter-Glo (right). (f) Detection of *Cxcl2*, *Csf2* and *β-Actin* gene expression in MEFs after the indicated treatment by RT-PCR. (g) FADD deficient Jurkat cells (Jurkat FADD def.) were treated as indicated. The expression of *Cxcl8*, *Tnfα* and *Gapdh* was measured by RT-PCR (left). The cell viability was determined by CellTiter-Glo (right). (h-i) HT-29 cells (h) or Jurkat cells (i) were treated as indicated for 12 h (h), or 18h (i). The expressions of the cytokine were determined by RT-PCR (left). The cell viability was determined by CellTiter-Glo (right). Data were presented as mean ± SEM of triplicates.

**Supplementary Figure 2. The transcriptional induction of cytokines by necroptosis.** HT-29 cells were treated as indicated for 8 h. The mRNA levels of *Cxcl8*, *Cxcl1*, *Cxcl2*, *Tnfα* and *Gapdh* were measured by RT-PCR. The cell viability was determined by CellTiter-Glo. Data were represented as mean ± SEM of triplicates. Act D, 10 μM actinomycin D.

**Supplementary Figure 3. NF-κB machinery is essential for the induction of cytokines during necroptosis.** (a) MEFs were treated with TSZ for the indicated time. The cell lysates were collected for western blotting analysis. (b) Jurkat cells were treated as indicated for 24 h. The mRNA levels of *Cxcl8* and *Gapdh* were measured by RT-PCR (left). The cell viability was determined by CellTiter-Glo (right). (c) HT-22 cells were treated as indicated. The mRNA levels of *Cxcl2*, *Csf2* and *β-Actin* were measured by RT-PCR after 4 h of treatment (left). The cell viability was determined by CellTiter-Glo after 6 h of treatment (right). (d) L929 cells were treated as indicated. The mRNA levels of *Cxcl2*, *Csf2* and *β-Actin* were measured by RT-PCR after 2.5 h of treatment (left). The cell viability was determined by CellTiter-Glo after 3 h of treatment (right). (e) HT-29 cells were pre-treated with DMSO or TSZ for 2 h, followed by incubation with or without 5Z-7 for another 6 h. The amounts of *Cxcl8* and *Cxcl1* transcripts were determined by qPCR. (f-g) MEFs were pre-treated with DMSO or TSZ for 1 h, followed by incubation with DMSO, 5Z-7 or TPCA-1 for another 3 h. The expression of *Cxcl2* and *Csf2* was measured by qPCR (f). The cell lysates were collected for western blotting analysis (g). (h-i) TPCA-1 was added at the indicated time points after the addition of TSZ (t=0) to HT-29 cells. At 8 h, the amounts of transcripts of *Cxcl8* and *Cxcl1* were determined by qPCR (h) and the cell lysates were subjected to western blotting (i). Data were represented as mean ± SEM of triplicates.

**Supplementary Figure 4. MAPKs and Noncanonical NF-κB are not required for cytokine induction by TSZ.** (a) HT-29 cells were treated as indicated for 8 h. The mRNA levels of *Cxcl8* and *Cxcl1* were measured by qPCR. The cell viability was determined by CellTiter-Glo. SP600125, 10 μM, JNK inhibitor; PH-797804, 10 μM, p38 inhibitor. (b) HT-29 cells stably expressing shRNA targeting p38α or control shRNA were treated as indicated. The mRNA levels of *Cxcl8*, *Cxcl1* and *Cxcl2* were measured by qPCR after 8 h of treatment and the cell viability was determined by CellTiter-Glo after 24 h of treatment(right). The knockdown efficiency was determined by western blotting. (c) HT-29 cells stably expressing RELB shRNA or control shRNA were treated as indicated. The mRNA levels of *Cxcl8* and *Cxcl1* were measured by qPCR after 8 h of treatment. The cell viability was determined by using Celltiter-Glo after 36 h of treatment. The knockdown efficiency was determined by RT-PCR. Data were represented as mean ± SEM of triplicates.

**Supplementary Figure 5.** **Necroptotic machinery is required for the induction of cytokine**. (a) Jurkat cells were treated as indicated for 24 h. The mRNA levels of *Cxcl8* and *Gapdh* were measured by RT-PCR (left). The cell viability was determined by CellTiter-Glo (right). (b) HT-22 cells were treated as indicated. The mRNA levels of *Cxcl2*, *Csf2* and *β-Actin* were measured by RT-PCR after 4 h of treatment (left). The cell viability was determined by CellTiter-Glo after 6 h of treatment (right). (c) L929 cells were treated as indicated. The mRNA levels of *Cxcl2*, *Csf2* and *β-Actin* were measured by RT-PCR after 2.5 h of treatment (left). The cell viability was determined by CellTiter-Glo after 3 h of treatment (right). (d) FADD deficient Jurkat cells were treated with DMSO, TNFα (T), Nec-1s, GSK872 or NSA as indicated for 6 h. The mRNA levels of *Cxcl8*, *Tnfα* and *Gapdh* were measured by RT-PCR (left). The cell viability was determined by CellTiter-Glo (right). (e) MEFs expressing control sgRNA or sgRNA targeting RIPK1 were treated as indicated. The mRNA levels of *Cxcl2* and *Csf2* were measured by qPCR after 4 h of treatment. The cell viability was determined by CellTiter-Glo after 26 h of treatment. The knockdown efficiency was determined by western blotting. (f-g) HT-22 cells were transfected with control siRNA or MLKL siRNA for 72 h. Then the cells were treated with DMSO or TSZ for 6 h. The expression of *Cxcl2*, *Csf2* and *β-Actin* was determined by RT-PCR (left) and the cell viability was determined by CellTiter-Glo (right) (f). The cell lysates were collected for western botting analysis (g). (h) L929 cells transfected with control shRNA or shRNA targeting MLKL were treated with DMSO or TSZ for 3 h. The mRNA levels of *Cxcl2*, *Csf2* and *β-Actin* were measured by RT-PCR. The cell viability was determined by CellTiter-Glo. The knockdown efficiency was determined by western blotting. Data were represented as mean ± SEM of triplicates.

**Supplementary Figure 6.** **Necroptosis machinery is dispensable for the cytokine production induced at the early time of TSZ treatment, as well as by TNFα alone or TS.** (a) Quantitative PCR analysis of *Cxcl8* mRNA levels in HT-29 cells treated as indicated. (b) Detection of *Cxcl2*, *Csf2* and *β-Actin* gene expression in MEFs after the indicated treatment by RT-PCR. (c-d) Quantitative PCR analysis of *Cxcl8* and *Cxcl1* mRNA levels in HT-29 cells after the indicated treatment for 8 h. (e) HT-29 cells stably expressing the control shRNA or MLKL shRNA were treated as indicated. The mRNA levels of *Cxcl8* and *Cxcl1* were measured by qPCR after 8 h of treatment. The cell viability was determined by CellTiter-Glo after 24 h of treatment. Data were represented as mean ± SEM of triplicates.

**Supplementary Figure 7. RIPK1 kinase activity, RIPK3 and MLKL are dispensable for phosphorylation of p65 and IκBα induced by TSZ.** (a) Western blotting of lysates from MEFs treated as indicated. (b) MEFs were treated as indicated for 4 h. The cell lysates were collected for western blotting analysis. (c) Western blotting of lysates from HT-29 cells treated as indicated. (d-e) HT-29 cells stably expressing the indicated shRNA were treated with DMSO or TSZ for 8 h. The cell lysates were collected for western blotting. (f) MEFs stably expressing the indicated shRNA were stimulated with TSZ for 4 h. The expression of the indicated protein was measured by western blotting.

**Supplementary Figure 8. The expression of *Iκbα* is induced during necroptosis.** (a) HT-29 cells were treated with TSZ for the indicated time. The expression of *Iκbα* was measured by qPCR. (b) MEFs were treated for the indicated periods of time with TSZ. The expression of *Iκbα* was determined by qPCR. (c) HT-29 cells were treated as indicated for 8 h. The expression of *Iκbα* was determined by qPCR. (d) MEFs were treated as indicated for 4h. The expression of *Iκbα* was measured by qPCR. (e-g) HT-29 cells expressing the indicated shRNA (e, g) or WT HT-29 cells (f) were treated as indicated for 8 h. The expression of *Iκbα* was measured by qPCR. Data were represented as mean ± SEM of triplicates.

**Supplementary Figure 9. Degradation of IκBα is promoted by necroptosis.** (a) MEFs transfected with GFP or 3xHA-IκBα were treated with TSZ for the indicated periods of time. The cell lysates were collected for western blotting. (b) HT-29 cells harboring the mutant forms of IκBα, the S32A/S36A double mutant or the K21R/K22R double mutant, were stimulated with TSZ. The cell lysates were collected at the indicated time for western blotting. (c) HT-29 cells stably expressing 3xHA-IκBα were treated as indicated for 15 min. The cell lysates were collected for western blotting. (d) MEFs stably expressing 3xHA-IκBα were treated as indicated for 15 min. The cell lysates were collected for western blotting. T: 100 ng/ml TNFα; S: 100 nM SM-164; Z: 20 μM zVAD. (e-f) HT-29 cells stably expressing 3xHA-IκBα were treated as indicated. The cell lysates were collected for western blotting analysis (left). The abundance of 3xHA-IκBα was quantified by densitometry, normalized to α-Tubulin using ImageJ and expressed as mean ± SEM of triplicates (right). s.e., short exposure; l.e., long exposure.

**Supplementary Figure 10. TNFα alone is unable to enhance cytokine production induced by MLKL dimerization.** HT-29 cells stably expressing the indicated constructs were pre-treated with or without TNFα for 6 h, and then treated with or without AP20187 for another 2h. The expression of cytokines was measured by RT-PCR (left). The cell viability was determined by CellTiter-Glo (right).

How the deposited data were processed for this re-analysis (not part of the article)

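RNA of HT-29 cells treated for 8 h with DMSO, TNFα, TSZ or TSZ+Nec-1s was sequenced in 12 libraries, 3 per group. The samples were grouped by their labels, which match the treatments of the paper. The authors mapped reads to hg38 with STAR 2.3.0e and counted them per gene with HTSeq 0.5.4e, and the submitters' processing notes name both tools and DESeq without versions. The values used here come from 6 tables of the authors' comparisons between pairs of groups. In each table the signal is the authors' mean of scaled counts in a group. The fold and ratio columns hold the authors' deposited ratio of the group means, and the log2 column holds the log2 of that ratio. The p-value columns hold the authors' deposited DESeq p-value and its adjusted value. The adjusted values were recomputed from the p-values by the Benjamini-Hochberg method as a check of what these columns hold. Genes are given by symbol, without coordinates or identifiers. Symbols were matched to the GENCODE annotation of hg38, which held 23161 of them directly and 1370 under another symbol, and 1954 were not matched.

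The tables hold no value per library, so the test designed for counts per library was replaced by its case for comparison tables: the authors' deposited p-values, adjusted, under 0.05, with higher and lower genes counted separately. The signature was counted at a TSZ over DMSO fold change over 1.5 and a TSZ over TSZ+Nec-1s fold change over 2, each with an unadjusted p under 0.01, and the shared genes at a TNFα over DMSO fold change over 1.5 with an unadjusted p under 0.05. The paper's text does not say whether its p-values are adjusted, so the unadjusted p was used first and the adjusted p as an alternative.

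Each group's mean is a sum of 3 whole read counts divided by size factors, and the means of a group are identical in its 3 tables. The step sizes were found from genes with few reads, and whole reads were then solved for each gene with a unique solution. The recovered libraries were lettered a, b and c within a group by step size, and these letters pair no libraries between groups. Size factors recomputed from the recovered reads differed from the steps by at most 0.0015 as a relative difference. The depth of the libraries is estimated at 8788120 to 12730954 reads, the recovered reads plus the scaled means of the unsolved genes. At this depth a gene with a mean of 10 normalized reads rests on few reads per library, and the fold of a gene with 1 to 3 reads in a group is given with its exact (Clopper-Pearson) 95% interval. Where a group had no reads, the fold is a lower bound against a floor of 3 counts over the group, a mean of 1.

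limma 3.58.1 in R 4.3.3 was fitted to log2 values of the recovered reads, with precision weights, 4 groups and the 12 libraries in 1 fit, over 11709 genes with a mean of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. This fit was added after the data were examined. It was tested on simulated data, in which it called 29.9%, 74.2% and 97.0% of genes given a 1.5-fold, 2-fold and 4-fold change between TSZ and DMSO, and 3 of 11503 tested genes were called without a change. For TNFα against DMSO the shares were 46.3%, 79.1% and 98.5%, with 7 such genes called. The overlap of comparisons that share libraries was simulated in 20 draws with no effect in the group concerned. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for all other steps.

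The 25 gene lists, 24 from textbook knowledge and 1 from Fig. 1c, hold chemokines, other cytokines, TNF signalling, NF-κB subunits and inhibitors, AP-1 and immediate early genes, MAPK phosphatases and feedback inhibitors, cholesterol synthesis enzymes, other SREBP targets and regulators, LXR targets, necroptosis and death receptor machinery, the BCL2 family and IAPs, the ATF4-CHOP stress response, the unfolded protein response, heat shock proteins, interferon-stimulated genes, adhesion and matrix remodelling, p53 targets, cell cycle genes, the secreted proteins of Fig. 1c, markers of colon epithelium, of leukocytes and of fibroblasts and endothelium, housekeeping genes, ribosomal proteins and mitochondrial mRNAs. A member counts as measured in a comparison at a mean of at least 10 over both groups. For each list the members higher and lower at an adjusted p under 0.05 were counted, also adjusted over the list alone, and the median log2 fold change was set beside 10000 random lists matched on mean level. Enrichment in the signature was tested for 24 lists by Fisher's exact test, two-sided, against the genes with a mean of at least 10 and a p-value in each table.

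Genes are named in the text by a rule set in advance, which took 215 genes. It takes the genes that the paper names in its RNA-seq results or in Fig. 1b and 1c, the pathway genes its text names, the 10 genes with the largest rise and the 5 with the largest fall at an adjusted p under 0.05 and a mean of at least 50 in each of 5 main comparisons, and up to 4 members of each list with the smallest p in the comparison described. The other alternatives tried were p-value thresholds, minimum means of 10 and 50, fold thresholds, recentred folds, fold changes from means plus 1, backgrounds and overlaps of the lists, and, in limma, each library left out in turn, 3 libraries left out together, a GC trend of each library removed (lowess span 0.3) and scaling to total reads. The KEGG sets in Enrichr were not used here. The qPCR, western blot, mass spectrometry and viability measurements of the paper are other experiments and were not analysed here.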

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

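The tests of GC content, of library depth, of genes lower with TSZ than with TSZ+Nec-1s, of the residual share over gene lists and over genes chosen without TSZ+Nec-1s, of held-out libraries and of the other splits, and limma itself, were chosen only after the result was seen, whereas the test of the residual share in signature genes and both tests of ribosomal protein genes were set before it.

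The comparisons of TSZ+Nec-1s with DMSO and with TNFα drew attention because the paper does not report on them and they hold called genes. The authors' deposited tables have 532 genes higher with TSZ+Nec-1s than with DMSO, 79 higher with TSZ+Nec-1s than with TNFα, and 75 higher than in both. The set of 79 includes genes of NF-κB feedback, chemokines and adhesion: TRAF1, an adaptor of TNF receptors, was at 13.8 ± 1.82 normalized reads with TNFα and 171 ± 4.49 with TSZ+Nec-1s, and BIRC3, the IAP protein cIAP2, at 627 ± 91.1 and 3225 ± 107 (SD, n = 3 each). In limma the log2 fold change of TRAF1 between these groups was 3.59 (standard error 0.20, adjusted p = 1.4e-06). CXCL10 was at 33.8 ± 6.01 normalized reads with TNFα, 16.3 ± 8.26 with TSZ and 142 ± 9.01 with TSZ+Nec-1s, and VCAM1, an adhesion receptor for leukocytes, at 2.70 ± 2.44 with TSZ and 37.8 ± 9.50 with TSZ+Nec-1s (SD, n = 3 each).

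Differences between TSZ+Nec-1s and TNFα followed transcript GC content across genes (Spearman's rho -0.67), but with the GC trend of each library removed 93.6% of the tested set of 79 (73 of 78 genes) were still higher in limma, and their median log2 fold change went from 1.17 to 1.11. An incomplete block that left the same share of the TSZ response in every gene forbids genes lower with TSZ than with TSZ+Nec-1s, and 12.7% of the set (10 of 79) were, which argues against it for these. The residual share is the part of the difference between TSZ and TNFα left with TSZ+Nec-1s. It had a median of 6.45% and an upper quartile of 23.9% over 2017 genes higher with TSZ than with TNFα. In every TSZ+Nec-1s library, 63.3% of the set (50 of 79) lay above that quartile's level, but TSZ+Nec-1s had itself chosen the set. With 1 library per group held out, 79 genes were chosen again each time. This fixed number was not set by the authors' adjusted p, which gave the set and uses all libraries. Of these genes, 70.9% to 74.7% lay above that level in the held-out libraries, short of the bound of 75%. Only 24, 38 and 35 of them were in the set, to which the other rule may add. The share above the level was 91.2% to 100% with TSZ within 2-fold of TSZ+Nec-1s and 75% to 100% with TSZ over 2-fold lower. It was 11.1% to 31.0% with TSZ over 2-fold higher. The split is by TSZ against TSZ+Nec-1s, which also enters the residual share, so these values cannot decide on an equal share. The 32 set genes neither higher nor lower with TSZ than with TSZ+Nec-1s had a median residual share of 96.4% (quartiles 63.4% and 134%). In 30 of them every TSZ+Nec-1s library lay above the level. These 32 were chosen for TSZ+Nec-1s above TNFα and not different from TSZ, which by itself gives a high share. Of the genes chosen again with TSZ within 2-fold of TSZ+Nec-1s, only 12, 16 and 16 were in the set. An equal share therefore stays open for these 32. It also stays open for the 37 set genes higher with TSZ, of which 10 lay above the level. The share of 1.15% at the median of 700 signature genes not induced by TNFα decides nothing either, as they were chosen in part by TSZ+Nec-1s, and over pairs of 6 gene lists the largest gap in the share, from the upper quartile of AP-1 and immediate early genes (2.82%) to the lower quartile of TNF signalling (4.38%), was 1.56 percentage points and passed 0.05 by less than the standard error of the p (p = 0.0495, standard error 0.00217, one-sided permutation test with 10000 shuffles of genes, which are not independent), whereas ribosomal proteins, the list with the lowest median, overlapped TNF signalling. SM-164 or zVAD may also add to the response to TNFα by a route that does not need the RIPK1 kinase. These groups could not test this hypothesis, since TSZ+Nec-1s differs from TNFα by SM-164, zVAD and Nec-1s together. The number of genes higher in this comparison also moved from 129 in limma to 668 without DMSO library b and to 48 without TNFα library b. DMSO library b is in neither group compared. It can therefore act only through what the fit shares over the 12 libraries, such as the spread between libraries. With only the compared libraries fitted, 3151 genes were called, against 129 higher and 30 lower with all 12. In other experiments, the paper reports a stronger later peak of p65 and IκBα phosphorylation with TSZ than with TNFα, which Nec-1s did not block. It also cites reports that Smac mimetics activate noncanonical NF-κB, but its RELB knockdown did not stop chemokine induction.

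In principal components of 9896 genes over the 12 libraries, the second component (19.7% of the variance) had loadings that followed transcript GC content (Spearman's rho 0.85 across genes). The TSZ+Nec-1s libraries scored -20.4, -14.7 and -18.5 on this component. Library b of DMSO (-34.0), library a of TNFα (-2.43) and library a of TSZ (-22.6) stood apart from the other 2 of their group. The smallest size of the correlation between deviation and GC content among these 3 libraries was 0.679, but they were singled out on a component that follows GC content and the deviations of a group sum to 0, so this restates the separation and leaves a GC bias open. A lack of depth would need the fewest reads of the group in each, and only 1 of the 3 libraries had them. No biological explanation was tested, as the design gives none within a group.

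Ribosomal protein genes drew attention because 57 of 61 were higher with TSZ than with DMSO in the authors' deposited table (58 when adjusted over the list alone), genes the paper does not discuss. With total-reads scaling in limma, which tested 54 of these genes, 27 were higher and 1 lower. The test and the genes tested differ here as well as the scaling, so the drop cannot be put down to scaling alone. A few genes taking most of the counts were tested on the sum of all means, whose log2 ratio of TSZ over DMSO was 0.41. The ratio was still 0.33 without the 100 genes of highest mean (79.2% of it) and 0.24 without the 500 of highest mean. This argues against those 100 as the source of most of the rise in the sum. The sum does not test the ribosomal protein genes themselves. Against 20 genes each matched on length, GC content and mean level, 36.8% of the median log2 fold change of 0.66 was left, a difference of 0.24 (quartiles 0.14 and 0.35), so a bias by these properties and a change of these genes cannot be told apart, because abundant genes moved with them.

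Genes that fell with TSZ drew attention because the paper reports on the rises: 2100 genes were lower with TSZ than with DMSO in the authors' deposited table. Of 24 cell cycle genes, which the paper does not discuss, 17 were lower (20 when adjusted over the list alone), and 11 of 24 were lower with TSZ than with TSZ+Nec-1s (13 when adjusted over the list alone). MKI67, the proliferation marker Ki-67, fell from 9280.3 ± 153 to 4421 ± 306 normalized reads and MCM3, a subunit of the replicative helicase, from 5084 ± 513 to 2373 ± 204 (SD, n = 3 each).

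Other splits of the libraries into groups of 3 number 10 for each comparison, the real one included, which is too few for a share under 0.05. The real split had 4414 genes called for TSZ against DMSO, 5709 for TSZ against TSZ+Nec-1s, 218 for TNFα against DMSO, 5393 for TSZ against TNFα, 965 for TSZ+Nec-1s against DMSO and 3151 for TSZ+Nec-1s against TNFα when only the libraries compared were fitted, and the highest other split gave 0 in each.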

How the results depend on the processing

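All settings in limma, the scaling to total reads, the adjusted p for TNFα alone and leaving out genes at 0 in a control group (830 signature and 143 shared genes) were chosen only after the result was seen, and the others before the data were examined. No called value tabulated over these settings changed sign, but in limma the balance of called genes turned from more higher to more lower with total-reads scaling and with the GC trend removed, for TSZ against DMSO (3038 and 2837, then 1644 and 5697, and 3521 and 4077), TSZ against TNFα (2663 and 2534, then 1473 and 4977, and 3137 and 3863), TSZ against TSZ+Nec-1s (2649 and 2323, then 1370 and 4940, and 3275 and 3379) and TSZ+Nec-1s against DMSO (839 and 674, then 720.0 and 1288, and 1484 and 1619). With total reads HMGN1, which was not called in TSZ against DMSO, went from a log2 fold change of 0.17 to -0.24. Over settings chosen before and limma fits without 1 library, 283 counts and shares stayed within 1.5 times. Another 66 moved by more and 1 lost its call. For named genes and list medians 1655 values stayed, 32 moved, 7 gained and 7 lost a call. Over the other settings, 93 counts and shares stayed and 42 moved, and for named genes 927 stayed, 83 gained and 7 lost a call. The signature and the shared genes stayed within 1.5 times when libraries apart on GC content were left out (874 and 154) or the GC trend was removed (808 and 154), whereas counts that involve TSZ+Nec-1s without TSZ, and TNFα against DMSO, moved. The depth limits genes with few reads, whose folds have wide counting intervals. No paired analysis was possible because the recovered libraries have no replicate number. The balance of called list members in limma did turn for housekeeping genes and the unfolded protein response with scaling to total reads, for cholesterol synthesis enzymes in TSZ+Nec-1s against DMSO (1 higher, but 2 higher and 6 lower with the GC trend removed and 1 higher and 5 lower with total reads), and, without the 3 libraries apart on GC content, for LXR targets (1 higher, then 1 higher and 4 lower) and heat shock proteins (1 higher and 2 lower, then 5 and 4) in TSZ+Nec-1s against DMSO and for colon markers in TSZ+Nec-1s against TNFα (1 higher, then 2 higher and 4 lower). TMM with a second count model, a replicate block, another pseudocount on values per library and a camera set test were not run. Beyond stricter thresholds, which lower counts by construction, and DMSO library b (see above), causes were not tested. The median of fibroblast and endothelial markers without a filter had no finite value for TNFα against DMSO or TSZ against TNFα, because of genes at 0.

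In the authors' deposited tables, an adjusted p under 0.01 left 21 genes lower for TNFα against DMSO, 839 lower for TSZ against TSZ+Nec-1s, 145 lower for TSZ+Nec-1s against DMSO, 4 lower for TSZ+Nec-1s against TNFα and 3 lower with TSZ+Nec-1s than in both DMSO and TNFα. An unadjusted p under 0.01 gave 393 higher and 150 lower for TNFα against DMSO, 470 lower for TSZ+Nec-1s against DMSO, and 220 higher and 63 lower for TSZ+Nec-1s against TNFα. The signature had 1398 genes at a fold change over 1.5 in both comparisons and 563 with total scaling. The shared genes numbered 92 with adjusted p-values, 87 with a fold change over 2 in both comparisons and for TNFα over DMSO, 95 with the adjusted p for TNFα alone and 99 with total scaling. The odds ratio of TNF signalling was 1.78 without genes of another list.

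limma in place of the authors' deposited tables gave 127 lower for TNFα against DMSO, 2323 lower for TSZ against TSZ+Nec-1s, 839 higher and 674 lower for TSZ+Nec-1s against DMSO, 129 higher and 30 lower for TSZ+Nec-1s against TNFα, and 126 higher and 28 lower with TSZ+Nec-1s than in both DMSO and TNFα. Without the 3 libraries apart on GC content, these were 832 higher and 471 lower for TNFα against DMSO, 3624 lower for TSZ against TSZ+Nec-1s, 3144 and 2702 for TSZ+Nec-1s against DMSO, 2580 and 2236 for TSZ+Nec-1s against TNFα, and 2253 and 1506 against both. With the GC trend removed they were 833 and 477 for TNFα against DMSO, 3863 lower for TSZ against TNFα, 1484 and 1619 for TSZ+Nec-1s against DMSO, 296 and 186 for TSZ+Nec-1s against TNFα, and 288 and 155 against both. Scaled to total reads, beside the counts given above, they were 228 lower for TNFα against DMSO, 1288 lower for TSZ+Nec-1s against DMSO, 59 lower for TSZ+Nec-1s against TNFα and 52 lower than in both, with 490 signature and 95 shared genes. Without a filter on the mean, 11 were lower for TSZ+Nec-1s against TNFα and 8 lower than in both.

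Leaving out 1 library at a time in limma, the counts for TNFα against DMSO ranged from 242 (without TNFα library c) to 431 (without TSZ library a) higher and from 42 (without TNFα library b) to 214 (without DMSO library b) lower. For TSZ+Nec-1s against DMSO they ranged from 551 to 2219 higher and from 312 to 1691 lower, and for TSZ+Nec-1s against TNFα from 48 to 668 and from 2 to 274. Genes higher with TSZ+Nec-1s than in both numbered 48 to 645 and genes lower 1 to 227. The highest of these were all without DMSO library b, and the lowest without TNFα library b (48) or TSZ+Nec-1s library a. The signature ranged from 760 to 859 genes, the shared genes from 140 to 163, TSZ against DMSO from 2688 to 3367 higher and from 2390 to 3122 lower, TSZ against TSZ+Nec-1s from 2108 to 3134 and from 1755 to 2962, TSZ against TNFα from 2240 to 3269 and from 2102 to 2992, and the shares that moved back with Nec-1s from 64.7% to 76.7% of rises and from 54.9% to 70.4% of falls. The share of shared genes higher with TSZ than with TNFα was 100% throughout these, but choosing genes for a high level with TSZ left it little room to move.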

Differences from the paper's values

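At the paper's stated thresholds, the counts of signature genes and of shared genes found here, 845 and 145, differ from the paper's 813 and 116 by less than 1.5 times. Of the settings chosen before the data were examined, the nearest to the paper's 813 was a mean of at least 10, which gave 807. Leaving out DMSO library b in limma, a fit chosen after seeing the values, gave 812, and the genes of the paper's list were not used here. Those nearest to the paper's 116 were a mean of at least 50, which gave 118, and an unadjusted p under 0.05 for the signature and under 0.01 for TNFα against DMSO, which gave 119 (118 of them among the 145). A fold change over 1.5 in both comparisons was the only setting chosen before the data were examined that differed by more than 1.5 times, with 1398 and 202 genes.

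The paper names TNFα signaling as the most significantly enriched set. Here it was the third of 24 lists by p-value (p = 1.4e-09 in Fisher's exact test), after AP-1 and immediate early genes and cholesterol synthesis enzymes, whereas in Fig. 1a steroid biosynthesis stands after TNFα signaling. The lists are not the KEGG sets.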

Other observations

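The tests with limma reported here were chosen only after the data were examined, and the counts over gene lists before.

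Many cholesterol synthesis enzymes were higher with TSZ, and none passed on its own with TNFα in the authors' deposited table or in limma with all libraries. With TNFα alone 0 of 21 were higher or lower than in DMSO by the authors' DESeq test in the authors' deposited table (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 in limma). As a list they had a median log2 fold change of -0.10 between TNFα and DMSO in the authors' deposited table, at percentile 0.74 of 10000 random lists matched on mean level, but in limma the median was -0.05, -0.12 with total-reads scaling, 0.03 without the 3 libraries apart on GC content and 0.07 with the GC trend removed (1 higher and 2 lower, and 1 higher and 1 lower, in these last). In the authors' deposited table 17 of 21 were higher with TSZ than with TNFα (17 when adjusted over the list alone). Other SREBP targets and regulators had 8 of 15 higher and ELOVL6 lower with TSZ than with DMSO (8 higher and ELOVL6 and ACACA lower when adjusted over the list alone). SQLE, the squalene epoxidase of cholesterol synthesis, rose from 4718 ± 479 to 22147 ± 1119 normalized reads (SD, n = 3 each). Of 6 LXR targets, 1 was lower with TSZ than with DMSO, NR1H3, which encodes LXRα itself (1 when adjusted over the list alone).

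Genes of cell death moved in both directions with TSZ. Of 13 genes of necroptosis and death receptor machinery, 7 were higher than in DMSO in the authors' deposited table (7 when adjusted over the list alone), and RIPK1 and FADD, the latter chosen after its values were seen, were lower. RIPK3, the kinase that phosphorylates MLKL, rose from 92.5 ± 15.8 to 215 ± 19.9 normalized reads and was at 81.9 ± 5.23 with TSZ+Nec-1s, whereas RIPK1 was at 517 ± 20.1 in DMSO and 351 ± 50.8 with TSZ (SD, n = 3 each). MLKL had a log2 fold change of -0.32 between TSZ and DMSO (standard error 0.13, adjusted p = 0.057 from limma). In the BCL2 family and IAPs, 8 of 17 were higher and BIRC5, which encodes survivin, was lower (9 higher and 1 lower when adjusted over the list alone). BBC3, the BH3-only protein PUMA, rose from 45.4 ± 12.4 to 2240 ± 288 normalized reads with TSZ (SD, n = 3 each). Of 12 p53 targets, 5 were higher and SESN1 and XPC were lower (6 higher and 2 lower when adjusted over the list alone). CDKN1A, the cell cycle inhibitor p21, rose from 101 ± 17.8 to 7120.0 ± 1015 normalized reads (SD, n = 3 each).

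Interferon-stimulated genes differed between the treatments. With TSZ 16 of 23 were higher than in DMSO (16 higher and USP18, chosen after its values were seen, lower when adjusted over the list alone), and with TSZ+Nec-1s 11 of 24 were (14 when adjusted over the list alone), in the authors' deposited tables. Between TSZ and TSZ+Nec-1s, 6 of 24 were higher with TSZ and 5 lower, which were DDX58, IFIT5, OAS3 and, chosen after their values were seen, IFIT3 and OAS2 (7 higher and 7 lower when adjusted over the list alone), and in limma the balance of 7 higher and 8 lower became 9 and 8 without the 3 libraries apart on GC content. DDX58, the RNA sensor RIG-I, was at 145 ± 19.0 normalized reads with TSZ and 292 ± 12.2 with TSZ+Nec-1s (SD, n = 3 each).

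Of 12 genes of the unfolded protein response, 5 were higher with TSZ than with DMSO (7 when adjusted over the list alone). Between TSZ and TSZ+Nec-1s, limma called 3 of these genes higher, but 3 higher and 7 lower with scaling to total reads and 3 higher and 4 lower with the GC trend removed. Of 13 heat shock proteins, 7 were higher with TSZ than with DMSO (7 when adjusted over the list alone). Of 14 housekeeping genes, 6 were higher and TBP lower with TSZ than with DMSO (6 and 1 when adjusted over the list alone). In limma, which tested 10 of them, 4 higher and 1 lower became 1 higher and 4 lower with scaling to total reads.

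Among markers of cell types, 8 of 14 colon epithelium markers were higher and HNF4A lower with TSZ than with DMSO (11 and 1 when adjusted over the list alone). Of 5 leukocyte markers measured, CD68 and ITGAM were higher and CD14 lower (3 and 1 when adjusted over the list alone). Of 3 fibroblast and endothelial markers, COL1A1 was higher (COL1A1 higher and PECAM1 lower when adjusted over the list alone, a count of 1 each), at 71.9 ± 44.1 normalized reads in DMSO and 223 ± 79.2 with TSZ (SD, n = 3 each). The list of mitochondrial mRNAs had 0 members among the genes of the tables, so no share of mitochondrial reads was computed.

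Of the 12 proteins of Fig. 1c, a list the study chose on other samples of the same treatment, 9 had a higher mRNA with TSZ than with DMSO in the authors' deposited table (9 when adjusted over the list alone). Among the intracellular proteins, the log2 fold change between TSZ and DMSO in limma was 0.19 for HMGB1 (standard error 0.20, adjusted p = 0.45), 0.17 for HMGN1 (standard error 0.09, adjusted p = 0.13), which became -0.24 with scaling to total reads, and 0.34 for HSP90AA1 (standard error 0.20, adjusted p = 0.16). HSPA1A, the inducible HSP70, rose from 985 ± 153 to 2136 ± 131 normalized reads (SD, n = 3 each). NFKBIA, which the paper measured by qPCR in another experiment, was at 1648 ± 124 normalized reads with TSZ+Nec-1s (SD, n = 3).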
